# Supplements of vitamins B9 and B12 affect hepatic and mammary gland gene expression profiles in lactating dairy cows

**DOI:** 10.1186/s12864-016-2872-2

**Published:** 2016-08-15

**Authors:** Bazoumana Ouattara, Nathalie Bissonnette, Melissa Duplessis, Christiane L. Girard

**Keywords:** Dairy cow, Liver, Mammary gland, Vitamin B9, Vitamin B12, Microarray

## Abstract

**Background:**

A combined supplement of vitamins B9 and B12 was reported to increase milk and milk component yields of dairy cows without effect on feed intake. The present study was undertaken to verify whether this supplementation positively modifies the pathways involved in milk and milk component synthesis. Thus, by studying the transcriptome activity in these tissues, the effect of supplements of both vitamins on the metabolism of both liver and mammary gland, was investigated. For this study, 24 multiparous Holstein dairy cows were assigned to 6 blocks of 4 animals each according to previous 305-day milk production. Within each block, cows were randomly assigned to weekly intramuscular injections of 5 mL of either saline 0.9 % NaCl, 320 mg of vitamin B9, 10 mg of vitamin B12 or a combination of both vitamins (B9 + B12). The experimental period began 3 weeks before the expected calving date and lasted 9 weeks of lactation. Liver and mammary biopsies were performed on lactating dairy cows 64 ± 3 days after calving. Samples from both tissues were analyzed by microarray and qPCR to identify genes differentially expressed in hepatic and mammary tissues.

**Results:**

Microarray analysis identified 47 genes in hepatic tissue and 16 genes in the mammary gland whose expression was modified by the vitamin supplements. Gene ontology (GO) categorizes genes in non-overlapping domains of molecular biology. Panther is one of the online GO resources used for gene function classification. It classifies the 63 genes according to Molecular Function, Biological Process and Protein Class. Most of the biological processes modulated by the vitamin supplements were associated to developmental process, protein metabolic process, transport and response to inflammation. In the liver, most of the genes modulated by the vitamin treatments involved protein metabolic process while developmental process appeared to be more affected by the treatments in mammary gland. Out of 25 genes analysed by qPCR, 7 were validated.

**Conclusion:**

The results indicate that several metabolic processes were modulated by the supplementation of vitamins in early-lactating dairy cows. In addition, the results suggest that the vitamin supplements promoted liver regeneration and reduced catabolism of lipids in early lactation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2872-2) contains supplementary material, which is available to authorized users.

## Background

Bacteria present in rumen synthesize B vitamins in generally sufficient amounts to meet their host’s requirements [1]. Notwithstanding, high-producing dairy cows could benefit from vitamin B9 and B12 supplements, especially during the critical period around calving and in early lactation [2–4]. Vitamin B9 plays a major role in DNA synthesis and in *de novo* formation of methyl groups required for the methylation cycle. On the other hand, vitamin B12 is involved in two metabolic pathways: the remethylation cycle and as coenzyme of the methylmalonyl-CoA mutase. The former, closely related to folate metabolism, is required for the regeneration of methionine and tetrahydrofolate, whereas the later allows the entry of propionate in the Krebs cycle and gluconeogenesis [5].

Results from two studies suggest that supplementary vitamin B9 might improve efficiency of nutrient utilization, especially for milk protein synthesis [6, 7]. This observation is supported by the observation that in vitro hormonal stimulation of milk protein synthesis by mammary gland explants of dairy cows increased expression of 28 genes; among them, 2 genes related to folate metabolism, *FOLR1* and *ALDH1L1* [8]. The former is a folate transporter allowing the entry of 5-methyl-tetrahydrofolate into the cells whereas the latter is involved in purine synthesis. As vitamin B9 supplement increases milk protein synthesis, it would be interesting to investigate whether similar transcriptomic process takes place in vivo when vitamin supplements are provided to lactating cows.

A combined supplement of vitamins B9 and B12 given during the *peripartum* period and in early lactation altered energy partitioning during the first weeks of lactation as compared to control cows [3, 4, 9]. However, the mode of action of this supplement is not fully elucidated. We observed that a combined supplement of vitamins B9 and B12 increases whole-body rate of appearance of glucose which is the sum of glucose from portal absorption, glycogenolysis, and gluconeogenesis [3]. Propionate originating from rumen fermentation is the major precursor of glucose in cows [10, 11] and contributes up to 60 % of glucose flux rate [12, 13]. For ruminants, the glucose, essential for synthesis of milk lactose, is mostly provided by liver (up to 90 %) through gluconeogenesis [14].

It has been shown that at the onset of lactation, the liver as well as the mammary gland undergo numerous adaptations to support milk synthesis [15]. In early lactation, feed intake is not sufficient to meet the nutrient demand for milk production, leading to a negative energy balance [15]. Furthermore, the liver undergoes extensive physiological and biochemical changes mediated by significant alterations in hepatic gene expression in an attempt to re-establish metabolic homeostasis and to counteract the adverse effects of negative energy balance [16]. In addition, during this period, the mammary gland is actively remodeling. In fact, by investigating the transcriptional response of the mammary gland during early lactation, Connor et al. [17] observed changes in mammary expression of genes involved in cell proliferation, cellular remodeling, and nutrient transport.

Therefore, the aim of the present project was to profile the genes for which expression undergoes major changes in hepatic and mammary tissues of lactating dairy cows according to vitamins B9 and B12 supply.

## Results

At week 9 of lactation, there was no treatment effect (*P* ≥ 0.1) on dry matter intake, milk production, milk total solid yields as well as milk component contents. Dry matter intake, milk production, milk total solid yields, milk fat, protein and lactose contents averaged 18.8 (SE 1.9) kg/d, 34.7 (SE 2.9) kg/d, 3.92 (SE 0.33) kg/d, 36.0 (SE 2.0) g/kg, 30.2 (SE 1.4) g/kg, and 46.9 (SE 6.0) g/kg, respectively. During the seven weeks following calving, body condition score losses tended to be reduced (interaction vitamin × time, *P* = 0.10) in cows receiving the vitamin B9 supplements, alone or combined with vitamin B12. Plasma concentrations of non-esterified fatty acids and β-hydroxybutyrate were also lower (*P* ≤ 0.06), averaging 175 and 243 μM (SEM 17) and 0.70 and 0.77 mM (SEM 0.03) for cows receiving or not receiving supplementary vitamin B9, respectively.

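The arrays covered the liver of 12 cows and the mammary gland of 13 cows, and 12 cows gave both tissues, sampled by biopsy 64 ± 3 days after calving. Control cows, injected with saline, gave 3 liver and 3 mammary arrays. Cows of the B9 group received 320 mg of vitamin B9 weekly and also gave 3 arrays of each tissue. Cows of the B12 group received 10 mg of vitamin B12 weekly and gave 4 arrays of each tissue, and cows of the B9 + B12 group received both and gave 2 liver and 3 mammary arrays. Each array held the labeled RNA of a single cow, and the number of cows limits the precision of the values. The authors deposited the scanner output of each array, in which every spot has a fluorescence intensity that was not normalized between arrays, and a table of their processed log2 values of the same arrays. From the scanner output, the median intensity of each spot was corrected for background by normexp with an offset of 50, and the arrays of each tissue were normalized by quantiles. Spots called outliers by the image software were left out, and the 43803 spots that are not controls gave values for 43653 different probes. Of these probes, 53.9% were paired with a current gene symbol, and the others kept the name given by the array. The share of probes well above background ranged from 71.2% to 84.2% over the liver arrays (median 78.6%) and from 64.4% to 76.5% over the mammary arrays (median 72.0%). Each treatment was compared with the control group by limma, fitted on the log2 intensities of all arrays of the tissue, with Benjamini-Hochberg adjustment over all probes. A gene was counted as changed when at least 1 of its probes had an adjusted p of at most 0.05 and a change of at least 2-fold. A gene with several probes is described by the probe with the highest mean intensity in the tissue. The 8 slides each held between 2 and 4 arrays, all of different groups within a slide, counting the tissues separately.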

The microarray analysis revealed that, as compared to control cows receiving no vitamin supplement, the vitamin treatments significantly changed (FDR ≤ 0.05) the expression of some genes by more than 2-fold in hepatic and mammary tissues (Fig. 1 a and b, respectively). The expression of 47 genes in hepatic tissue was modified by at least one of the vitamin treatment compared to control cows (Fig. 1a). 

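In the liver, limma counted 1 gene as changed by at least 1 of the vitamin treatments. The number of genes was 0 with B9, 1 with B12 and 0 with B9 + B12. At an unadjusted p below 0.05, 1547 probes differed with B9, 927 with B12 and 2497 with B9 + B12, and of these 66, 62 and 186 also changed by at least 2-fold. These probes made up 3.54%, 2.12% and 5.72% of all probes, where chance alone gives 5%. The smallest adjusted p was 0.906 with B9 and 0.688 with B9 + B12. With Cyber-T, the test named in the paper's methods, in place of limma on the same values, 4 genes were counted with B9, 29 with B12 and 18 with B9 + B12. Of the gene and treatment pairs listed in Table 1, 34 could be found on the array by name, and the change had the direction given in Table 1 in all 34. The treated arrays lay beyond all control arrays in 28 of the 34 pairs. For 28 pairs the limma p was at most 0.05 when adjusted over the list alone, against 1 pair when adjusted over all genes tested. Since the paper chose this list on the same arrays, the counts of direction, of separation and of p adjusted over the list alone are not independent evidence. From the changes in these genes, the paper concludes that the vitamin treatments modified gene expression in the liver (Fig. 1a). That conclusion also rests on quantitative PCR in all cows of its study, which found some of the liver genes measured changed and others not.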

From this panel of 47 genes, 41 could be assigned to a biological process using the Panther classification system (Tables 1 and 2). Out of these 47 genes, expression of 14 genes was analyzed by qPCR (Fig. 2). Although nine false positive genes were observed, five genes were confirmed to be differentially expressed in the group of cows supplemented with vitamins.

**Fig. 1:**
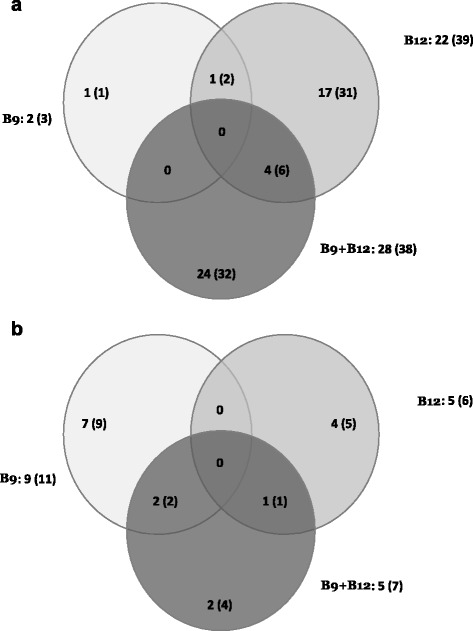
Number of genes (and probes) influenced by the vitamin supplementation. Supplements of vitamin B9 (B9), vitamin B12 (B12) or both vitamins (B9 + B12) were given to dairy cows. The Venn diagram shows the number of significant genes. The number of probes is bracketed “()”. (FDR ≤ 0.05) with more than 2-fold change between the control group and each treatment group in (**a**) hepatic tissue and (**b**) mammary tissue

**Table 1:** Gene Ontology annotations of the differentially expressed hepatic genes with the Panther Classification System^a^

Treatment	Gene symbol	Gene name	Treatment effect	Molecular function	Biological process	Protein class
B9						
*DLK1*		Delta-like 1 homolog (Drosophila)	Down-regulated	receptor activity extracellular matrix structural constituent receptor binding	transcription from RNA polymerase II promoter cell communication ectoderm development nervous system development intracellular protein transport receptor-mediated endocytosis regulation of transcription from RNA polymerase II promoter	membrane-bound signaling molecule receptor extracellular matrix structural protein
*MYOM1*		Myomesin-1	Down-regulated	protein kinase activity structural constituent of cytoskeleton protein binding small GTPase regulator activity guanyl-nucleotide exchange factor activity	protein phosphorylation cell communication cell adhesion muscle contraction mesoderm development muscle organ development regulation of catalytic activity	non-receptor serine/threonine protein kinase non-receptor serine/threonine protein kinase guanyl-nucleotide exchange factor actin family cytoskeletal protein cell adhesion molecule
B12						
*HERC6*		HECT and RLD domain containing E3 ubiquitin protein ligase family member 6	Up-regulated	ligase activity	catabolic process cellular protein modification process proteolysis cellular process	ubiquitin-protein ligase
*SESN2*		Sestrin-2	Up-regulated	oxidoreductase activity peroxidase activity	metabolic process cell cycle	Peroxidase
*GPNMB*		glycoprotein (transmembrane) nmb	Up-regulated	receptor binding	cellular process	membrane-bound signaling molecule cell adhesion molecule
*IFI6*		Interferon alpha-inducible protein 6	Up-regulated	Unassigned	Unassigned	Unassigned
*PPP1R3B*		Protein phosphatase 1 regulatory subunit 3B	Up-regulated	phosphatase activity protein binding phosphatase regulator activity	glycogen metabolic process regulation of catalytic activity	phosphatase modulator
*ID1*		ID1 protein	Up-regulated	sequence-specific DNA binding transcription factor activity	transcription from RNA polymerase II promoter regulation of transcription from RNA polymerase II promoter	transcription factor
*IFI27*		interferon, alpha-inducible protein 27	Up-regulated	Unassigned	Unassigned	Unassigned
*MEP1B*		meprin A, beta	Up-regulated	oxidoreductase activity serine-type peptidase activity metallopeptidase activity receptor activity lipid transporter activity transmembrane transporter activity receptor binding enzyme regulator activity	immune system process proteolysis synaptic transmission cell-cell adhesion visual perception sensory perception ectoderm development mesoderm development skeletal system development angiogenesis nervous system development heart development blood coagulation lipid transport intracellular protein transport endocytosis vitamin transport regulation of catalytic activity	transporter apolipoprotein membrane-bound signaling molecule receptor metalloprotease serine protease oxidase metalloprotease serine protease extracellular matrix protein enzyme modulator cell adhesion molecule
*FUT5*		fucosyltransferase 5 (alpha (1,3) fucosyltransferase	Up-regulated	transferase activity, transferring glycosyl groups	protein glycosylation	glycosyltransferase
*G0S2*		G0/G1switch 2	Up-regulated	Unassigned	Unassigned	Unassigned
*CDK5R1*		Cyclin-dependent kinase 5 activator 1	Up-regulated	kinase activity protein binding kinase activator activity kinase regulator activity	protein phosphorylation cell cycle regulation of catalytic activity	kinase activator
*ISG15*		Ubiquitin-like protein ISG15	Up-regulated	structural constituent of ribosome nucleic acid binding	proteolysis	ribosomal protein
LOC515676		NFX1-type zinc finger-containing protein 1-like	Up-regulated	peptidase activity protein binding serine-type endopeptidase inhibitor activity	proteolysis regulation of catalytic activity	serine protease inhibitor
*SPP1*		Osteopontin	Up-regulated	cytokine activity	immune system process cellular process cell adhesion cellular component morphogenesis cellular component organization	cytokine extracellular matrix protein defense/immunity protein cell adhesion molecule
*DLK1*		Delta-like 1 homolog (Drosophila)	Down-regulated	receptor activity extracellular matrix structural constituent receptor binding	transcription from RNA polymerase II promoter cell communication ectoderm development nervous system development intracellular protein transport receptor-mediated endocytosis regulation of transcription from RNA polymerase II promoter	membrane-bound signaling molecule receptor extracellular matrix structural protein
*MYOM1*		Myomesin-1	Down-regulated	protein kinase activity structural constituent of cytoskeleton protein binding small GTPase regulator activity guanyl-nucleotide exchange factor activity	protein phosphorylation cell communication cell adhesion muscle contraction mesoderm development muscle organ development regulation of catalytic activity	non-receptor serine/threonine protein kinase non-receptor serine/threonine protein kinase guanyl-nucleotide exchange factor actin family cytoskeletal protein cell adhesion molecule
*MT1E*		Metallothionein MT1E	Down-regulated	Unassigned	Unassigned	Unassigned
*NEFH*		ortholog Uncharacterized protein (Fragment) NEFH ortholog	Down-regulated	Unassigned	Unassigned	Unassigned
*SFRP1*		Secreted frizzled-related protein 1	Down-regulated	receptor activity protein binding	reproduction cell communication single-multicellular organism process nervous system development response to stimulus regulation of biological process	signaling molecule G-protein coupled receptor
*KIAA1324*		KIAA1324 ortholog	Down-regulated	Unassigned	Unassigned	Unassigned
*MGC126945*		Uncharacterized protein	Down-regulated	receptor activity	B cell mediated immunity antigen processing and presentation cellular defense response	immunoglobulin receptor superfamily immunoglobulin receptor superfamily major histocompatibility complex antigen
*MT1A*		Metallothionein-1A MT1A	Down-regulated	Unassigned	Unassigned	Unassigned
B9 + B12						
*SAA3*		Serum amyloid A protein	Down-regulated	lipid transporter activity transmembrane transporter activity	immune system process lipid transport	transporter apolipoprotein defense/immunity protein
LOC100126815		MHC class I-like family A1	Down-regulated	receptor activity	B cell mediated immunity antigen processing and presentation cellular defense response	immunoglobulin receptor superfamily immunoglobulin receptor superfamily major histocompatibility complex antigen
*ACMSD*		2-amino-3-carboxymuconate-6-semialdehyde decarboxylase	Down-regulated	Unassigned	Unassigned	Unassigned
*THRSP*		THRSP protein	Down-regulated	Unassigned	Unassigned	Unassigned
*MGC126945*		Uncharacterized protein	Down-regulated	receptor activity	B cell mediated immunity antigen processing and presentation cellular defense response	immunoglobulin receptor superfamily immunoglobulin receptor superfamily major histocompatibility complex antigen
*MT1A*		Metallothionein-1A MT1A	Down-regulated	Unassigned	Unassigned	Unassigned
*C4H7orf57*		chromosome 4 open reading frame, human C7orf57	Down-regulated	Unassigned	Unassigned	Unassigned
*CACNA2D1*		calcium channel, voltage-dependent, alpha 2/delta subunit	Down-regulated	cation transmembrane transporter activity	cation transport protein targeting	Unassigned
*GSTA5*		Glutathione S-transferase	Down-regulated	Unassigned	Unassigned	Unassigned
LOC509034		feline leukemia virus subgroup C receptor-related protein 2-like	Down-regulated	transmembrane transporter activity	transport	transporter
*NHEDC1*		solute carrier family 9, subfamily B (cation proton antiporter 2), member 1	Down-regulated	Unassigned	Unassigned	Unassigned
*SH3YL1*		SH3 domain-containing YSC84-like protein 1	Down-regulated	structural constituent of cytoskeleton actin binding	cellular process	non-motor actin binding protein
*HP*		Haptoglobin	Down-regulated	serine-type peptidase activity calcium ion binding calmodulin binding calcium-dependent phospholipid binding	gamete generation complement activation proteolysis cellular process blood circulation response to stress blood coagulation	serine protease serine protease complement component annexin calmodulin
*NGEF*		neuronal guanine nucleotide exchange factor	Down-regulated	Unassigned	Unassigned	Unassigned
*LGALS3*		Lectin, galactoside-binding, soluble, 3	Up-regulated	receptor binding	cellular process	signaling molecule cell adhesion molecule
LOC524810		IgM	Up-regulated	Unassigned	Unassigned	Unassigned
*LOXL4*		Lysyl oxidase homolog 4	Up-regulated	oxidoreductase activity serine-type peptidase activity receptor activity	macrophage activation apoptotic process proteolysis cell communication cell-cell adhesion neurological system process cellular defense response extracellular transport negative regulation of apoptotic process	receptor serine protease oxidase serine protease
*PYCR1*		Pyrroline-5-carboxylate reductase 1, mitochondrial	Up-regulated	oxidoreductase activity	cellular amino acid biosynthetic process	reductase
*MSMB*		Uncharacterized protein	Up-regulated	hormone activity		peptide hormone
*IGLL1*		immunoglobulin lambda-like polypeptide 1	Up-regulated	antigen binding	B cell mediated immunity hemopoiesis response to stimulus	Immunoglobulin
*MT1E*		Metallothionein MT1E	Down-regulated	Unassigned	Unassigned	Unassigned
*GPNMB*		glycoprotein (transmembrane) nmb	Up-regulated	receptor binding	cellular process	membrane-bound signaling molecule cell adhesion molecule

All genes differentially expressed in liver were classified using the Gene Ontology annotations with the Panther Classification System. Some of these genes were not found by Panther genes list analysing system and some could not be classified. Only three ontology categories are presented: Molecular Function, Biological Process and Protein Class

^a^Panther gene list classification system of the genes differentially expressed in hepatic tissue of cows receiving vitamin supplements (vitamin B9 alone: B9, vitamin B12 alone: B12 or both vitamins: B9 + B12) as compared to no vitamins treatment (Control)

**Table 2:** Identification of the major biological processes of the genes differentially expressed in hepatic tissue^a^

Biological process		Genes	
Level 1	Level 2/3	Symbol	Fold Change
apoptotic process	negative regulation of apoptotic process	*LOXL4*	1.6
biological adhesion	cell adhesion	*MYOM1* *SPP1* *MEP1B* *LOXL4*	−2.5 0.9 1.3 1.6
biological regulation	regulation of biological process	*DLK1* *SFRP1* *ID1* *LOXL4*	−2.5 −1.8 1.1 1.6
	regulation of molecular function	*MYOM1* *CDK5R1* *PPP1R3B* *MEP1B* LOC515676	−2.5 0.8 1.1 1.3 1.9
cellular component organization or biogenesis	cellular component organization	*SPP1*	0.9
cellular process	cell communication	*DLK1* *MYOM1* *SFRP1* *MEP1B* *LOXL4*	−2.5 −2.5 −1.8 1.3 1.6
	cell cycle	*CDK5R1* *SESN2*	0.8 0.9
developmental process	anatomical structure morphogenesis	*SPP1*	0.9
	death	*LOXL4*	1.6
	ectoderm development	*DLK1* *MEP1B*	−2.5 1.3
	mesoderm development	*MYOM1* *MEP1B*	−2.5 1.3
	system development	*DLK1* *MYOM1* *SFRP1* *MEP1B* *IGLL1*	−2.5 −2.5 −1.8 1.3 2.1
immune system process	antigen processing and presentation	LOC100126815 *MGC126945*	−2.4 −1.8
	immune response	LOC100126815 *MGC126945* *HP* *IGLL1*	−2.4 −1.8 −1.6 2.1
	macrophage activation	*LOXL4*	1.6
localization	transport	*DLK1* LOC509034 *SAA3* *CACNA2D1* *MEP1B* *LOXL4*	−2.5 −1.5 −1.1 −1.0 1.3 1.6
metabolic process	catabolic process	*HERC6*	1.8
	carbohydrate metabolic process	*PPP1R3B*	1.1
	cellular amino acid metabolic process	*PYCR1*	1.5
	nucleobase-containing compound metabolic process	*DLK1* *ID1*	−2.5 1.1
	protein metabolic process	*MYOM1* *HP* *CDK5R1* *MEP1B* *LOXL4* *FUT5* *HERC6* LOC515676 *ISG15*	−2.5 −1.6 0.8 1.3 1.6 1.6 1.8 1.9 2.5
multicellular organismal process	single-multicellular organism process	*MYOM1* *SFRP1* *HP* *MEP1B* *LOXL4*	−2.5 −1.8 −1.6 1.3 1.6
reproduction	gamete generation	*HP*	−1.6
response to stimulus	cellular defense response	LOC100126815 *MGC126945* *LOXL4*	−2.4 −1.8 1.6
	immune response	LOC100126815 *MGC126945* *HP* *IGLL1*	−2.4 −1.8 −1.6 2.1
	response to external stimulus	*HP* *MEP1B*	−1.6 1.3
	response to stress	*HP*	−1.6
Not found		*C20H5orf49* LOC789904 *SLC22A9* *CFH* *SLC26A10* *SAA2* *M*-*SAA3* LOC100847494 LOC100335975 LOC617654	−1.9 −1.8 −1.7 −1.5 −1.4 −1.2 −1.1 −0.9 1.4 4.2
Unassigned		*C4H7orf57* *MT1E* *MT1A* *THRSP* *KIAA1324* *NGEF* *GSTA5* *ACMSD* *NHEDC1* *NEFH* *G0S2* LOC524810 *IFI27* *IFI6*	−4.4 −3.4 −3.3 −1.7 −1.6 −1.4 −1.3 −1.2 −1.1 −1.1 1.9 2.6 3.3 3.7

All genes modulated in the liver by the vitamins treatment, including those that were not found or classified by the Panther system are listed. The fold change observed by microarray analysis varies from −4.4 to 4.2 and only significantly (FDR ≤ 0.05) expressed genes (compared to control) are shown

^a^Identification of the major biological processes of the genes differentially expressed in hepatic tissue of cows receiving vitamin supplements (vitamin B9 alone: B9, vitamin B12 alone: B12 or both vitamins: B9 + B12) as compared to no vitamins treatment (Control)

**Fig. 2:**
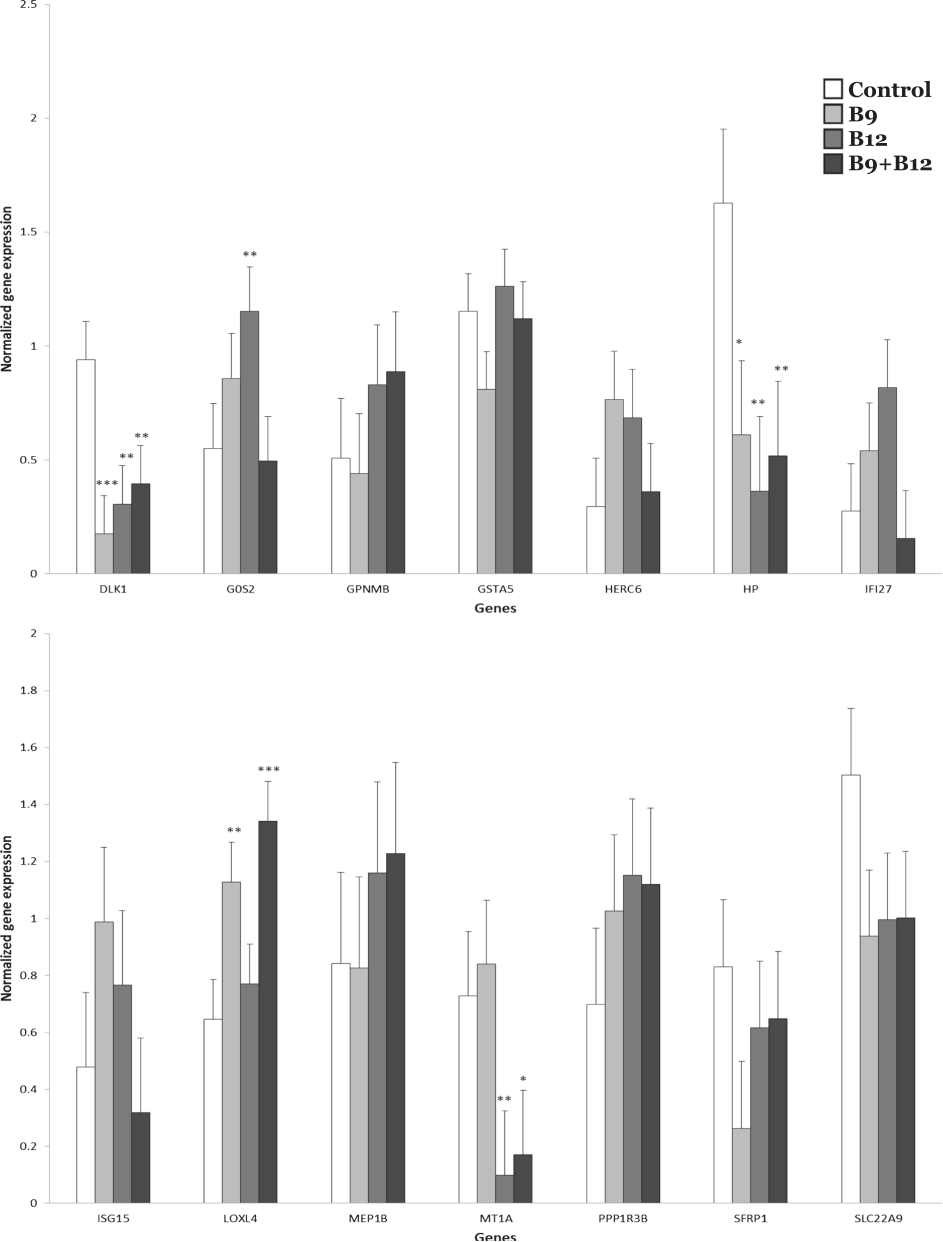
Expression of genes measured by quantitative PCR in the liver of the dairy cows that received either no vitamin supplement: Control: no vitamin supplement; vitamin B9 supplement (B9); vitamin B12 supplement (B12) or a combined supplement of vitamins B9 and B12 (B9 + B12). Means different from the control treatment are indicated by *** when *P* value ≤ 0.01, ** when *P* values were between 0.01 and 0.05 and * when there was a trend with *P* values between 0.05 and 0.1

The expression of two genes was significantly modified in liver by the B9 treatment as illustrated in the Venn diagram (Fig. 1a). 

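With B9, the intensity of the MYOM1 probe A_73_P142236 was 12.79 ± 0.81 (log2, SD, n = 3) in control liver and 10.34 ± 0.77 (SD, n = 3) in treated liver. Its log2 fold change was −2.45 (standard error 0.81, adjusted p = 0.906 from limma). The 3 treated arrays lay below the 3 control arrays (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow). The remaining probes of MYOM1 changed by between −1.08 and −0.016. The DLK1 probe A_73_110424 had an intensity of 12.47 ± 0.35 (SD, n = 3) in control liver and 11.69 ± 0.48 (SD, n = 3) with B9, a log2 fold change of −0.79 (standard error 0.31, adjusted p = 0.906 from limma). Here 2 of the 3 treated arrays lay below all control arrays, and the difference was not beyond the spread between cows (exact permutation test, two-sided, p = 0.2). The other DLK1 probes, of 5 on the array, changed by between −2.44 and −0.70. By Cyber-T, the adjusted p was 0.0159 for this probe of MYOM1 and 0.958 for that of DLK1, while the DLK1 probe A_73_P069591, which had the largest fall, had an adjusted p of 0.00368. The liver array of cow 57, in the B9 group, correlated less with the other liver arrays than the remaining B9 arrays did.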

One gene that also significantly down-regulated by the B12 treatment was confirmed by qPCR for these cows. This repression of *DLK1* in liver was down-regulated by the three vitamin treatments (Fig. 2). 

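In the liver of cows receiving B12, the interferon alpha-inducible gene IFI6 (probe A_73_P037521) had an intensity of 13.13 ± 0.20 (log2, SD, n = 3) in the control group and 16.87 ± 0.51 (SD, n = 4) in the treated group. The log2 fold change was 3.73 (standard error 0.31, adjusted p = 0.0158 from limma), and IFI6 was the only gene past the threshold. The 4 treated arrays lay above the 3 control arrays (exact permutation test, two-sided, p = 0.0286, the smallest that 4 arrays against 3 allow). With each control or B12 array of the liver left out in turn, and the normalization of all arrays kept, the log2 fold change stayed between 3.53 and 3.94, and the adjusted p of limma stayed at most 0.05 only without cow 36 or cow 37 of the B12 group. With the slide as a fixed block, the log2 fold change was 3.38 and the adjusted p 1, and over all settings tried the adjusted p lay between 1.33e-10, by Cyber-T, and 1. The IFI27 probe A_73_P150766 rose by 2.94 on the log2 scale (standard error 0.51), from 14.11 ± 0.53 (SD, n = 3) to 17.06 ± 0.38 (SD, n = 4), with all treated arrays above all control arrays, and its adjusted p was 1 by limma and 5.79e-08 by Cyber-T. ISG15 rose by 2.47 (standard error 0.85) and varied more between treated cows, with a SD of 1.37 (n = 4). HERC6 rose by 1.69 and G0S2 by 1.93. Of 22 genes listed for B12 in Table 1, 17 were found by name, all with the listed direction and with log2 fold changes from −2.37 to 3.73, and in 14 of them the treated arrays lay beyond all control arrays. Adjusted over the list alone, 16 of the 17 had a limma p of at most 0.05, and by Cyber-T over all probes 11 of the 17 passed both the adjusted p and the 2-fold threshold on their brightest probe, and 14 on at least 1 probe. Cyber-T counted 43 probes, 21 higher and 22 lower than in the control group.

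**Figure D1:**
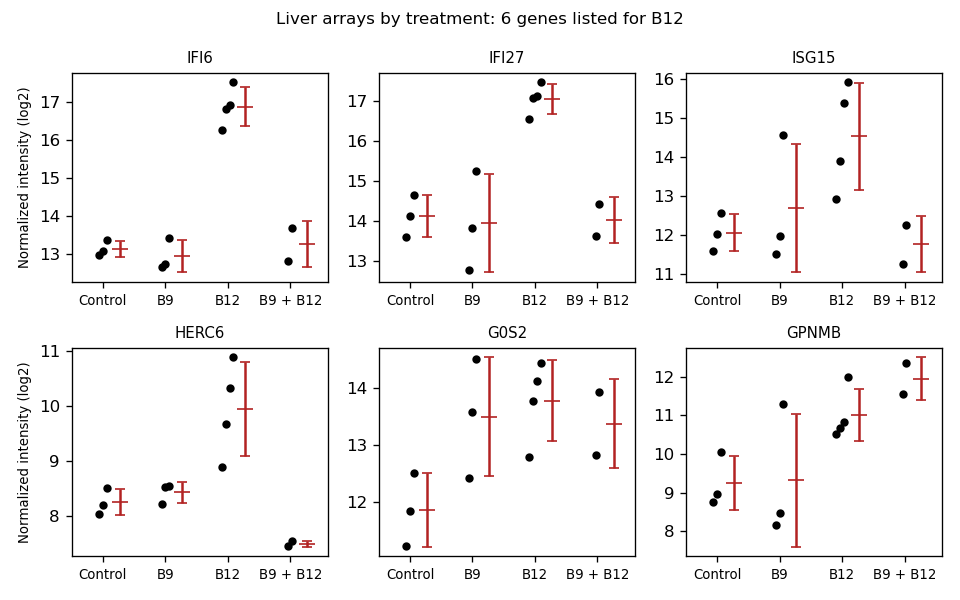
Normalized log2 intensity of 6 genes listed for B12 on the liver arrays, by treatment group; points are cows, and the line with its bar is the mean with its SD. The 4 B12 arrays of IFI6 lay between 16.25 and 17.5, above the control arrays, which lay between 12.97 and 13.36.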

The B12 treatment had the greatest impact on the liver with 22 genes (totalizing 39 significant probes; Fig. 1a) whose expression level differed by more than 2-fold compared to control (Table 2).

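By limma, 0 genes were counted both with B12 and with B9 + B12 in the liver, and Cyber-T counted 5 names in both, GPNMB, MT1A, LOC613358, NM_001076983 and TC326817, which were named after the result was seen. Both comparisons use the same control arrays, so that a chance value of a control array enters both. Across all probes, which are not independent replicates, the log2 fold changes of both comparisons had a correlation of 0.289. Unchanged groups were simulated beside it, with simulated control arrays shared by both comparisons and every probe drawn independently. Their mean correlation over 20 simulations was 0.476, a value set by the group sizes and not by the real control arrays. Cyber-T counted up to 12 shared names in these simulations. The MT1A probe A_73_P040981 had an intensity of 17.52 ± 0.44 (log2, SD, n = 3) in control liver, 15.77 ± 0.92 (SD, n = 4) with B12 and 14.28 ± 1.48 (SD, n = 2) with B9 + B12. Its log2 fold change was −1.75 with B12 (standard error 0.62, adjusted p = 1 from limma) and −3.24 with B9 + B12 (standard error 0.74, adjusted p = 0.688 from limma). The arrays of both treated groups lay below all control arrays (exact permutation tests, two-sided, p = 0.0571 and p = 0.1). By Cyber-T the adjusted p was 0.00738 with B12 and 0.000939 with B9 + B12.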

Among the 22 genes affected by the B12 treatment, four genes were also influenced in cows receiving the B9 + B12 treatment: the methallothioneins 1A (*MT1A*) and 1E (*MTIE*), the transmembrane glycoprotein (*GPNMB*), and an uncharacterized protein (*MGC126945*) (Table 1). Expression of two of these genes (*MT1A* and *GPNMB*) was studied by qPCR (Fig. 2). This analysis confirmed the repression of *MTIA* in liver of cows receiving B12 and B9 + B12 treatments. 

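The GPNMB probe A_73_P250771 had an intensity of 9.26 ± 0.70 (log2, SD, n = 3) in control liver, with the control cows between 8.76 and 10.06. With B12 it was 11.01 ± 0.67 (SD, n = 4), a log2 fold change of 1.75 (standard error 0.72, adjusted p = 1 from limma). With B9 + B12 it was 11.96 ± 0.56 (SD, n = 2), a log2 fold change of 2.70 (standard error 0.85, adjusted p = 0.688 from limma). All treated arrays of both groups lay above all control arrays. For B12 the exact permutation test gave a two-sided p of 0.0286, and for B9 + B12 it gave 0.1, the smallest that 2 arrays against 3 allow. The other probe of GPNMB rose by 1.78 with B12 and by 2.64 with B9 + B12. The adjusted p by Cyber-T was 0.0104 for B12 and 0.000792 for B9 + B12.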

Results from the microarray analysis indicated an up-regulation of the expression of *GPNMB* with both B12 and B9 + B12 treatments. The qPCR analysis showed a numerical but not statistically significant increase with these treatments probably due to the large variation in the expression for this gene among the limited number of animals of this study (Fig. 2). Among the other 17 genes affected by the B12 treatment, the expression of seven genes were studied by qPCR but no effect were confirmed for 6 of them (*HERC6*, *IF127*, *ISG15*, *MEP1B*, *PPP1R3B* and *SFRP1*). Only the expression of the G0/G1switch 2 gene (*G0S2*) was up-regulated in liver of cows receiving the B12 treatment as compared to control (Fig. 2).

In addition to these four genes influenced by B12 treatment, alone and in combination with B9, 24 other genes were affected when both vitamins were administrated simultaneously to the cows; four genes were studied by qPCR. Two of them, namely the haptoprotein (*HP*) and lysyl oxidase-like 4 (*LOXL4*), were confirmed as being respectively down and up-regulated by the combined treatment. Nevertheless, the expression of *LOXL4* was also up-regulated in liver of B9 cows whereas, the expression of *HP* was down-regulated by all vitamin treatments (Fig. 2). 

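The B9 + B12 group had 2 liver arrays. With cow 38 left out, which leaves the array of cow 32 alone in the group and assumes that it varies like the arrays of the other groups, limma counted 65 genes, and with cow 32 left out it counted 6, with 0 names in both counts. The liver array of cow 32 correlated less with the remaining liver arrays than that of cow 38 did. Of 22 genes listed for B9 + B12 in Table 1, 15 were found by name, all changed in the listed direction, with log2 fold changes from −3.62 to 2.70. The treated arrays lay beyond all control arrays in 13 of the 15, and 10 of the 15 had a limma p of at most 0.05 adjusted over the list alone. The largest fall was that of C4H7orf57 (probe A_73_P110366), from 9.88 ± 1.29 (log2, SD, n = 3) to 6.26 ± 0.20 (SD, n = 2), a log2 fold change of −3.62 (standard error 1.27, adjusted p = 0.688 from limma), and 1 of the 2 treated arrays was well above background for this probe. The LOXL4 probe A_73_112690 rose from 10.30 ± 0.46 (SD, n = 3) to 11.83 ± 0.13 (SD, n = 2), by 1.53 on the log2 scale (standard error 0.38), with both treated arrays above all control arrays. The HP probe A_73_104190 fell by 1.31 on the log2 scale (standard error 0.80), with both treated arrays below all control arrays, and its other probes fell by more than 1.50 on the same scale. The adjusted p by Cyber-T was 2.84e-05 for this probe of C4H7orf57, 0.0273 for LOXL4 and 0.107 for HP probe A_73_104190, against 0.688 by limma for each.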

No difference in expression of *GSTA5* and *SLC22A9* could be detected.

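In the mammary gland, limma counted 0 genes as changed by B9. At an unadjusted p below 0.05, 1109 probes differed, of which 30 changed by at least 2-fold, and the smallest adjusted p was 1. Cyber-T counted 4 genes, 1 of them higher and 3 lower with B9. Without cow 43 of the control group, limma counted 1 name, XM_873176, in each of the 3 comparisons with the control. For B9, Table 3 lists 6 genes, of which POSTN, FUT5 and CIDEA were found by name, and all of them changed in the listed direction. FUT5 (probe A_73_117787, current symbol FUT6) had an intensity of 7.08 ± 1.73 (log2, SD, n = 3) in the control group and 9.97 ± 0.94 (SD, n = 3) with B9, a log2 fold change of 2.89 (standard error 1.01, adjusted p = 1 from limma). The groups overlapped (exact permutation test, two-sided, p = 0.2), and 2 of the 3 control arrays were well above background for this probe.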

In mammary gland, the B9 treatment modified the expression of nine genes by 2-fold as compared to cows receiving no vitamin supplement. The B12 treatment affected five genes and the expression of five genes was influenced by the B9 + B12 treatment (Fig. 1b). 

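For B12 in the mammary gland, limma counted 0 genes, with 997 probes at an unadjusted p below 0.05, and Cyber-T counted 8. For B9 + B12, limma counted 0 genes, with 851 probes at an unadjusted p below 0.05, and Cyber-T counted 5. The smallest adjusted p by limma was close to 1 in both comparisons. RAB15 (probe A_73_103474) rose with B12 from 9.46 ± 1.05 (log2, SD, n = 3) to 11.44 ± 0.17 (SD, n = 4), a log2 fold change of 1.98 (standard error 0.62). All 4 treated arrays lay above the control arrays (exact permutation test, two-sided, p = 0.0286), and the adjusted p was 0.0228 by Cyber-T. The other probes of RAB15 changed by between 0.21 and 1.89. With B9 + B12, IDO1 (probe A_73_118680) fell by 0.96 on the log2 scale, from 7.80 ± 0.047 (SD, n = 3) to 6.83 ± 0.14 (SD, n = 3), and SECTM1 (probe A_73_P342296) fell by 0.62, both with all treated arrays below all control arrays. The Cyber-T adjusted p was 0.0047 for IDO1 and 0.0342 for SECTM1, and neither fell by 2-fold. The remaining probes of SECTM1 changed by between −0.031 and 0.039. Limma gave both genes an adjusted p close to 1.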

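By limma, B12 and B9 + B12 shared 0 genes in the mammary gland. Cyber-T counted 1 name in both, ENSBTAT00000046006, which was named after the result was seen. Its probe A_73_113594 rose by 4.86 on the log2 scale with B12 (Cyber-T adjusted p = 0.0284) and by 4.36 with B9 + B12 (Cyber-T adjusted p = 0.0157). The treated and control arrays overlapped with B12 and lay apart with B9 + B12. The correlation of both sets of log2 fold changes across probes was 0.395. Unchanged groups simulated with shared, likewise simulated, control arrays had a mean of 0.534, which the group sizes set. Cyber-T counted up to 11 shared names in these simulations.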

The B9 + B12 shared one gene with the B12 treatment. Based on results from the microarray analysis, three genes whose expression was modified by the B9 treatment (Fig. 1b), cell death-inducing DFFA-like effector a (*CIDEA*), the androgen binding protein beta-like (LOC785756), and the periostin (*POSTN*) genes were studied by qPCR in addition to some candidate genes (Fig. 3). 

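CIDEA has 4 probes on the array, and with B9 they moved in opposite directions in the mammary gland. The brightest, A_73_100290, fell from 15.65 ± 0.57 (log2, SD, n = 3) to 13.72 ± 0.25 (SD, n = 3), a log2 fold change of −1.93 (standard error 0.46, adjusted p = 1 from limma, 0.00833 by Cyber-T). All 3 treated arrays lay below the control arrays (exact permutation test, two-sided, p = 0.1, the smallest possible). Probe A_73_P472288 fell as well, by 1.75 on the log2 scale, while probes A_73_P436496 and A_73_P044521 rose by 1.70 and 1.66. With the mean of all probes in place of the brightest, the log2 fold change of CIDEA was −0.081. Among the B12 arrays, the array of cow 52 had the pattern of the B9 arrays, and the mean of its falling pair of probes minus that of its rising pair was −2.12. The POSTN probe A_73_P418476 had an intensity of 7.13 ± 0.15 (SD, n = 3) in the control group and 8.40 ± 0.18 (SD, n = 3) with B9, a log2 fold change of 1.27 (standard error 0.27, adjusted p = 1 from limma, 0.00833 by Cyber-T). All 3 treated arrays lay above the control arrays, and the remaining probes of POSTN rose by between 0.61 and 0.73.

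**Figure D2:**
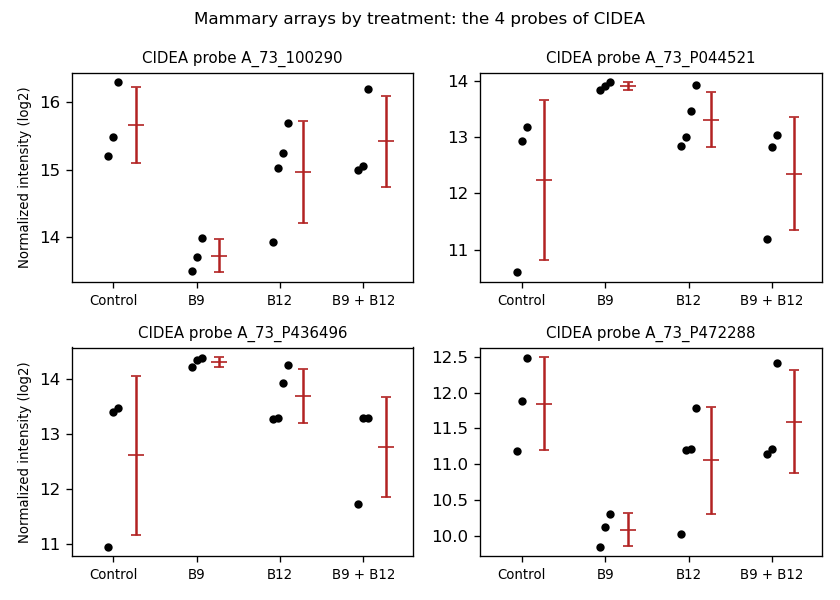
Normalized log2 intensity of the 4 CIDEA probes on the mammary arrays, by treatment group; points are cows, and the line with its bar is the mean with its SD. Probes A_73_100290 and A_73_P472288 are lower in the B9 group, and the remaining probes are higher.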

Out of the 11 genes analyzed by qPCR, two genes were confirmed; then, the percentage of false positive in the mammary was 82 %. *RAB15* and *POSTN* were significantly up-regulated respectively by the B12 and B9 as compared to control (Fig. 3). Out of the 16 genes affected in the mammary gland by vitamin supplements, 13 were classified using Panther classification system (Table 3).

**Fig. 3:**
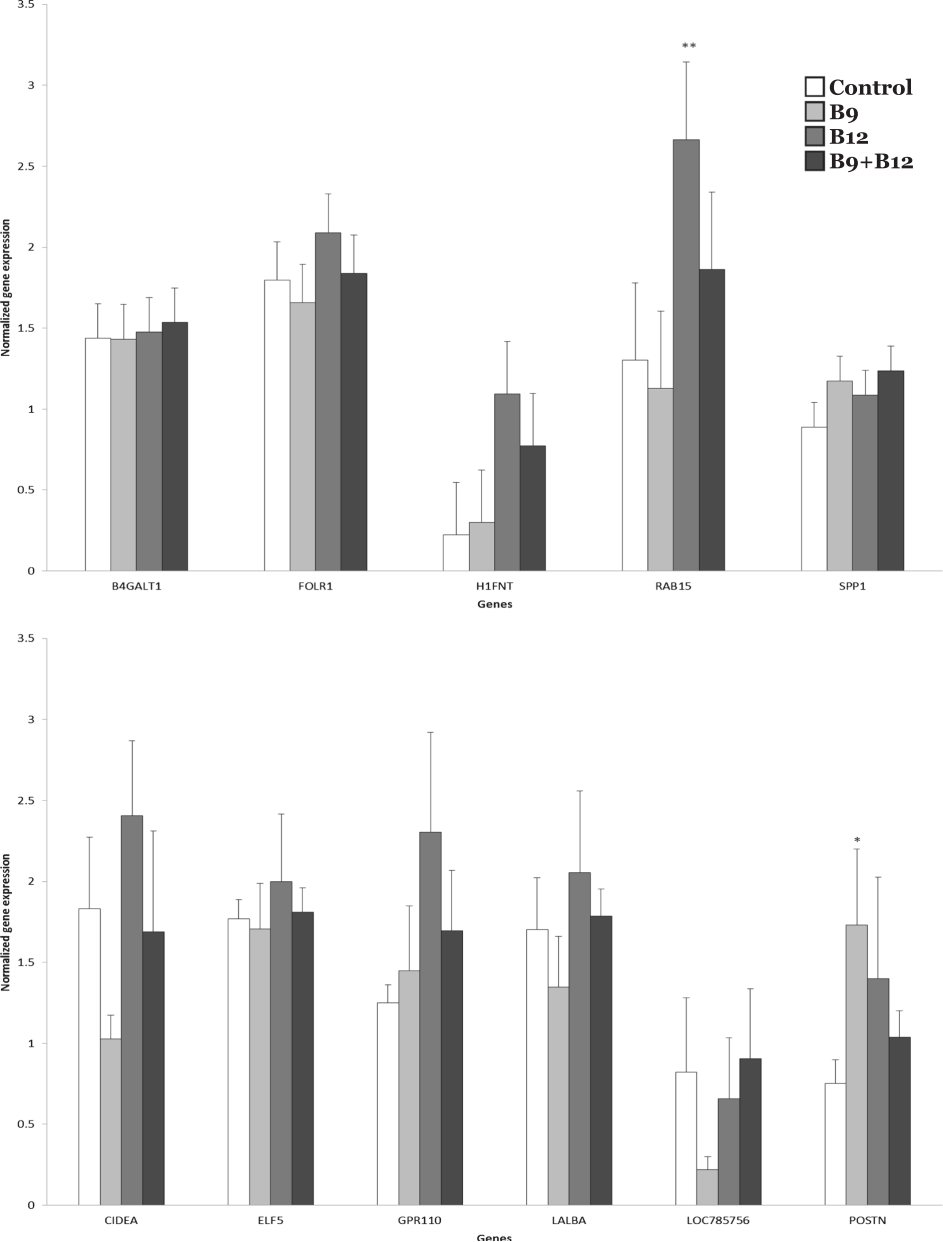
Expression of genes in mammary gland measured by quantitative PCR according to treatments. Control: no vitamin supplement; B9: vitamin B9 supplement; B12: vitamin B12 supplement; B9 + B12: combined supplement of vitamins B9 and B12. Means different from the control treatment are indicated by *** when *P* value ≤ 0.01, ** when *P* values were between 0.01 and 0.05 and * when there was a trend with *P* values between 0.05 and 0.1

**Table 3:** Panther gene list classification system for the genes differentially expressed in mammary gland tissue^a^

Treatment	Gene symbol	Gene name	Treatment regulation effect	Molecular Function	Biological Process	Protein Class
B9						
*POSTN*		Periostin	Up-	receptor binding	cell communication cell-matrix adhesion visual perception sensory perception mesoderm development skeletal system development muscle organ development	signaling molecule cell adhesion molecule
*FUT5*		Alpha-(1,3)-Fucosyltransferase	Up-	transferase activity, transferring glycosyl groups	protein glycosylation	glycosyltransferase
*ATP6V1G3*		V-Type Proton Atpase Subunit G 3	Up-	hydrolase activity cation transmembrane transporter activity proton-transporting ATP synthase activity, rotational mechanism	nucleobase-containing compound metabolic process cation transport	ATP synthase hydrolase
LOC785756		androgen binding protein beta-like	Down-	Unassigned	Unassigned	Unassigned
*MGC126945*		uncharacterized protein MGC126945	Down-	receptor activity	B cell mediated immunity antigen processing and presentation cellular defense response	immunoglobulin receptor superfamily major histocompatibility complex antigen
*CIDEA*		cell death-inducing DFFA-like effector a	Down-	Unassigned	induction of apoptosis	Unassigned
B12						
*GPR110*		G-Protein Coupled Receptor 110-Related	Up-	G-protein coupled receptor activity	spermatogenesis immune response synaptic transmission neurotransmitter secretion mesoderm development heart development response to stress intracellular protein transport synaptic vesicle exocytosis	G-protein coupled receptor antibacterial response protein
*IRX6*		iroquois homeobox 6	Up-	sequence-specific DNA binding transcription factor activity sequence-specific DNA binding transcription factor activity	transcription from RNA polymerase II promoter ectoderm development nervous system development regulation of transcription from RNA polymerase II promoter	homeobox transcription factor nucleic acid binding
*RAB15*		Ras-related protein Rab-15	Up-	Unassigned	Unassigned	Unassigned
B9 + B12						
LOC509034		feline leukemia virus subgroup C receptor-related protein 2-like	Down-	transmembrane	transporter activity transport	Transporter
*IDO1*		indoleamine 2,3-dioxygenase 1	Down-	Unassigned	Unassigned	Unassigned
*SECTM1*		SECTM1 protein	Down-	Unassigned	Unassigned	Unassigned

Differentially expressed genes in mammary tissue were assigned to gene ontology pathways using the Panther tool. Some genes were not found in Panther genes list. Furthermore, among the genes ID found by the PANTHER system, some were not classified to a category. Only 3 genes ontology categories are presented: Molecular Function, Biological Process and Protein Class

^a^Classification with the Panther gene list classification system of the genes differentially expressed in mammary tissue following supplementation with vitamin B9 (B9), vitamin B12 (B12) or both (B9 + B12) as compared to no vitamin treatment (Control)

As shown in Tables 1 and 3, some of the genes identified by microarray in liver and mammary gland were annotated and clustered into three major gene ontology groups: Protein Class, Molecular Function and Biological Process. In Tables 2 and 4, gene expression clusters are categorized within biological processes (levels 1, 2 and 3). This allows looking for statistically over- and under-represented biological process categories among the genes. Most of the genes modulated in the liver by at least one of the vitamin supplements were associated to developmental process, protein metabolic process, transport and immune response (Table 2). However, protein metabolic process was over-represented (with 9 genes: *MYOM1*, *HP*, *CDK5R1*, *MEP1B*, *LOXL4*, *FUT5*, *HERC6*, LOC515676 and *ISG15*) in the gene list affected by treatments in the liver (Table 2). 

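Of the 9 genes named for protein metabolic process, all but LOC515676 were found on the array by name. With B12, MEP1B had a log2 fold change of 1.29 (standard error 0.46), CDK5R1 of 0.51 (standard error 0.10) and FUT5 of 1.08 (standard error 0.44), each with an adjusted p of 1 by limma. MEP1B and CDK5R1 had all 4 treated arrays above the control arrays, and FUT5 had 3 of 4, with 1 of the 3 control arrays of FUT5 well above background. By Cyber-T the adjusted p was 0.0127 for MEP1B, 0.0104 for CDK5R1 and 0.0225 for FUT5, and CDK5R1 rose by less than 2-fold. With B12, MYOM1 fell by 2.37 on the log2 scale (standard error 0.75), with 3 of 4 treated arrays below the control arrays. HERC6 had a Cyber-T adjusted p of 0.00686 with B12, and ISG15 of 0.00591. The over-representation itself was not analysed here.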

In the mammary gland, where very few genes were affected by the vitamin treatments, the over-represented biological process was developmental process involving 4 genes: *CIDEA*, *POSTN*, *GPR110* and *IRX6* (Table 4).

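The remaining genes of the developmental category, GPR110 (current symbol ADGRF1) and IRX6, rose with B12. GPR110 (probe A_73_115036) had an intensity of 8.54 ± 0.43 (log2, SD, n = 3) in the control group and 9.75 ± 0.20 (SD, n = 4) with B12, a log2 fold change of 1.22 (standard error 0.29), with all treated arrays above all control arrays (exact permutation test, two-sided, p = 0.0286). IRX6 (probe A_73_106379) had a log2 fold change of 1.41 (standard error 0.44), and 3 of the 4 treated arrays lay above the control arrays (exact permutation test, two-sided, p = 0.0857). Both had an adjusted p close to 1 by limma, and by Cyber-T 0.0262 and 0.0284. The second probe of each gene rose by 0.22 and 0.27.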

**Table 4:** Identification of the major biological processes of the genes differentially expressed in mammary gland tissue^a^

Biological process		Genes	
Level 1	Level 2/3	Symbol	Fold change
apoptotic process	induction of apoptosis	*CIDEA*	−1.9
biological adhesion	cell adhesion	*POSTN*	1.1
biological regulation	regulation of biological process	*IRX6*	1.7
cellular process	cell communication	*POSTN* *GPR110*	1.1 1.3
developmental process	death	*CIDEA*	−1.9
	ectoderm development	*IRX6*	1.7
	mesoderm development	*POSTN* *GPR110*	1.1 1.3
	system development	*POSTN* *GPR110* *IRX6*	1.1 1.3 1.7
immune system process	antigen processing and presentation	*MGC126945*	−1.5
	immune response	*MGC126945* *GPR110*	−1.9 1.3
localization	transport	*ATP6V1G3* LOC509034 *GPR110*	−0.9 −0.6 1.3
metabolic process	nucleobase-containing compound metabolic process	*ATP6V1G3* *IRX6*	−0.9 1.7
	protein metabolic process	*FUT5*	3.6
multicellular organismal process	single-multicellular organism process	*POSTN* *GPR110*	1.1 1.3
reproduction	gamete generation	*GPR110*	1.3
response to stimulus	cellular defense response	*MGC126945*	−1.9
	immune response	*MGC126945* *GPR110*	−1.9 1.3
	response to stress	*GPR110*	1.3
Not found		LOC751574 *VAV1* LOC614268 *SAA2* *C10H14orf53* *H1FNT*	−1.3 −1.2 −0.9 −0.9 1.4 4.9
Unassigned		LOC785756 *IDO1* *SECTM1* *RAB15*	−2.1 −1.2 −0.9 2.0

All genes modulated in the mammary tissue by the vitamins treatment, including those that were not found or classified by the Panther system are listed. The Fold Change, as using FlexArray microarray analysis, varies from −1.9 to 4.9 and only significantly (FDR ≤ 0.05) expressed genes (compared to control) are shown

^a^Identification of the major biological processes of the genes differentially expressed in mammary tissue following supplementation with vitamin B9 (B9), vitamin B12 (B12) or both vitamins (B9 + B12) as compared to no vitamin treatment (Control)

Gene symbols were uploaded to the Panther workspace in order to classify the genes of interest by selecting the *Bos taurus* reference gene list based on the selected organism [18]. Notwithstanding, some genes in both tissues (liver and mammary gland) could not be assigned to any biological process or molecular function category by Panther classification system (Tables 1, 2, 3 and 4). It is also possible that there is no experimental data to support their biological annotation.

## Discussion

Microarray analysis was used to investigate the effects of vitamin B9 and B12 supplements given alone or in combination during the *peripartum* early lactation period on liver and mammary gland tissues. 

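The difference of a treatment's effect between liver and mammary gland was tested by limma over the arrays of both tissues, with calls at an adjusted p of at most 0.05. It was past the threshold for 0 probes with each treatment, with 1132 probes at an unadjusted p below 0.05 for B9, 830 for B12 and 2405 for B9 + B12. The smallest adjusted p was 0.997 for B9, 0.051 for B12 and 0.0857 for B9 + B12. This fit ignores that most cows gave both tissues. With the cow as a fixed block in limma, the smallest adjusted p was 0.9985 for B9, 0.0524 for B12 and 0.814 for B9 + B12. Again 0 probes were past the threshold with each treatment. The interaction of B9 with B12 was past the threshold for 0 genes in the liver, with 1765 probes at an unadjusted p below 0.05, and for 0 genes in the mammary gland, with 1380.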

The expression of only a limited number of genes was modulated by the vitamin treatments in both tissues, which suggests a subtle vitamin effect on the tissue metabolism that would have been better characterized using a larger population. Notwithstanding, the qPCR analyses show that, in liver, expression of keys genes, such as *DLK1*, *LOXL4*, *G0S2*, *GSTA5*, *HP*, *MT1A*, *IFI27* and *SFRP1* was modulated at different extents (significant effects for five genes and a strong trend for three genes) by the vitamin treatments. Delta-like 1 homolog (DLK1/Pref-1) is a surface marker of hematopoietic progenitor cells (HPCs) associated with less differentiated hepatocellular phenotypes [19] and it has been shown to act in vitro as an inhibitor of Notch signaling [20, 21] to promote liver regeneration [21]. Interestingly, *DLK1* is an imprinted gene which is involved in lipid metabolic reprogramming [22]. An increased concentration of this biomarker in blood serum is associated with hepatic cancer [23] whereas downregulation of *DLK1* expression through an epigenetic mechanism contributes to attenuate liver disease [24]. Because vitamin B9 plays a major role in *de novo* formation of methyl groups and vitamin B12 is required for the remethylation cycle, we can speculate that *DLK1* expression could also be repressed in the liver of the lactating cows through an epigenetic mechanism. Because *DLK1* suppresses glucose production and fatty acid synthesis and oxidation in hepatocytes [25], supplementation of both vitamins B9 and B12 might increase liver metabolism through a genomic imprinting mechanism which negatively impacts the *DLK1* pathway.

Lysyl oxidase-like member 4 (*LOXL4*), a matrix-remodeling enzymes, is extracellularly secreted and significantly contributes to ECM deposition [26]. Activity of lysyl oxidase (LOX) and LOX like proteins are correlated to collagen and elastin deposition and, in adult mammals, are essential to tissue maintenance [27]. Recent studies have provided compelling evidence that *G0S2* is abundantly expressed in metabolically active tissues such as liver, and acts as a molecular brake on triglyceride catabolism [28]. Triglyceride hydrolase activity of adipose triglyceride lipase can be selectively inhibited by *G0S2* [28]. Hence, increasing the expression of *G0S2* decreased lipolysis [29] which is supported by the reduction of plasma concentrations of non-esterified fatty acids in cows receiving vitamin B9 supplements, alone or combined with vitamin B12 in the present study. Although increased *IFI27* expression was not significant, the pattern was highly similar to *G0S2* thus suggesting a similar B9 supplement effect on the liver for this gene. Expression of the alpha-inducible protein 27 (*IFI27*) is up-regulated during inflammatory wound repair process [30] and expression of this gene also alters immune response and mitochondrial function [31]. Interestingly, *DLK1* locus expression is also associated with a restriction of the mitochondrial metabolism [32]. These gene expression patterns support the hypothesis that both vitamins B9 and B12 improve the hepatic function which might reduce metabolic stress during the transition period and early lactation of dairy cows. This is further supported by the marked reduction of the *HP* and *MT1A* genes. The liver is the major site for the synthesis of acute phase proteins including haptoglobin (*HP*) and metallothionein 1A (*MT1A*) [30]. During stress response, it is reported that physiological processes aimed on redistribution of energy utilization in specific organs stimulating mobilization of body reserves. In mammary gland, administration of the three vitamin treatments had a very limited effect on gene expression as described above. Interestingly, in the present study, whereas vitamin treatments had no effect on milk total solids yield and dry matter intake, vitamin B9 supplements, given alone or in combination with vitamin B12, decreased body condition score losses during the first weeks of lactation as well as plasma concentrations of non-esterified fatty acids and β-hydroxybutyrate [9] suggesting an improvement in energy balance for these cows.

In the present study, all the genes that have their expression affected by the vitamin treatments in the liver, are involved in tissue repair, resorption of inflammation and lipid metabolism although no mode of action can be clearly identified. During the first weeks of lactation, dairy cows are generally in negative energy balance because nutrient intake increases less rapidly than nutrient demand for initiation of lactation which leads to mobilization of body reserves. Cows are losing body condition score and non-esterified fatty acids are released from adipose tissues and their plasma concentrations increased. During this period, dairy cows are also prone to liver steatosis because hepatic uptake of non-esterified fatty acids is greater than the amounts oxidized or secreted by the liver [33]. Accumulation of lipids in liver affects integrity and function of hepatic cells [33]; in response, liver parenchymal cells produce an acute-phase glycoprotein haptoglobulin [34]. Because a decrease in *DLK1* can improved fatty acid oxidation from hepatocytes [25], an improved β-oxidation of non-esterified fatty acids in liver could help to reduce ketone body formation and plasma concentrations of β-hydroxybutyrate. The improvement in energy balance observed in cows receiving supplementary vitamin B9, alone or combined with vitamin B12, likely reduced the liver burden caused by mobilization of body fat reserves which could explain the changes in hepatic gene expression described above. For instance, the increase of *LOXL4* and *G0S2* strongly support that these treatments protect body fat from catabolism. Prevention of liver damage or improved liver performance is not only important for maintaining liver function but also for general health of high-yielding dairy cows.

## Conclusion

In the present study, a supplement of vitamin B9, given alone or in combination with vitamin B12, reduced mobilization of body fat reserves and hepatic lipid catabolism in early lactation. Changes in expression of genes described above support the hypothesis that hepatic tissue integrity in early lactation was improved by these vitamin supplements.

## Methods

### Animals and treatments

For the purpose of the present study, biopsies of hepatic and mammary tissues were taken from 24 multiparous Holstein cows from the dairy herd at the Agriculture and Agri-Food Canada Research Centre (Sherbrooke, Quebec, Canada) at the end of a larger study [9]. Care of cows followed the guidelines of the National Farm Animal Care Council (2009) [35]. Animals were kept in a tie-stall barn under 18:30 h of light per day (05:00 to 23:30 h) and milked twice daily (07:30 and 19:30 h). The experimental period began 3 weeks before the expected calving date and lasted until 9 weeks of lactation. The cows were fed ad libitum a close-up diet beginning 3 weeks before the expected date of calving until parturition and, then a lactation diet both formulated to meet or exceed the National Research Council (NRC) recommendations [36]. Long hay (0.5 kg) was given at 07:30 h and total mixed ration was served once daily at 08:30 h. Cows had free access to water.

Cows were assigned to 6 blocks of 4 animals each according to their 305-d milk production during the previous lactation. Within each block, cows were randomly assigned to one of the following treatments: weekly intramuscular injections of 5 mL of either saline 0.9 % NaCl (Control group), 320 mg of pteroylmonoglutamic acid (MP Biomedicals, Solon, OH, USA; (Vitamin B9 group), 10 mg of cyanocobalamin (5 000 μg/mL, Vetoquinol, Lavaltrie, Quebec, Canada; (Vitamin B12 group) or 320 mg of pteroylmonoglutamic acid and 10 mg of cyanocobalamin (B9 + B12 group). Thus, there were 6 animals per treatment group.

### Biological material collection and tissue handling

Mammary gland and hepatic tissues were obtained from the lactating dairy cows, 64 ± 3 days after calving. Biopsies were performed under local anesthesia. The process of hepatic biopsies uses ultrasound guidance to minimize the hemorrhagic risks [4]. Both procedures were approved by the Institutional Committee on Animal Care of the Sherbrooke Research and Development Centre, Agriculture and Agri-Food Canada, Sherbrooke, QC, Canada according to the guidelines of the Canadian Coucil on Animal Care [37]. Tissues were immediately frozen into liquid nitrogen and stored at −80 °C until use.

### Total RNA isolation and purification

Total RNA was extracted from hepatic and mammary tissues by using a QIAzol Lysis Reagent (QIAGEN Inc., Toronto, ON, Canada) following the original manufacturer’s protocol, with slight modifications. Briefly, frozen samples (100 mg of tissue) were homogenized in 2 mL of QIAzol Lysis Reagent on ice using a Tissue-Tearor. A volume of 600 μL QIAzol Lysis Reagent was added to 400 μL of homogenate; the mixture was vigorously vortexed and kept at room temperature for 5 min to promote dissociation of nucleoprotein complexes. A volume of 200 μL of chloroform was added; the mixture was shaken and left at room temperature for 3 min followed by a centrifugation at 12 000 × g for 15 min at 4 °C to remove lipids. After centrifugation, the aqueous fraction (upper layer) was taken and RNA was precipitated by adding an equal volume of 70 % ethanol. RNA was purified according to manufacturer’s procedure using RNeasy Mini Kit (QIAGEN Inc., Toronto, ON, Canada), including on-column DNase digestion. The purity, concentration, and integrity of total RNA intended for qPCR were assessed. Purity of the RNA was evaluated by absorbance (A) readings (ratio of A260/A230 and A260/A280) using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, US). NanoDrop ND-1000 spectrophotometer was also used to measure the concentration. All RNA samples passed the quality control. The RNA Integrity Number calculated by the Bioanalyzer software at McGill University and Génome Québec Innovation Center (Montreal, Quebec, Canada) ranged from 7.3 to 8.7.

### Microarray

McGill University and Génome Québec Innovation Center (Montreal, Quebec, Canada) performed the microarray analysis. Cyanine 3-labeled CTP complementary RNA (cRNA) was produced with 50 ng of total RNA using the Low Input Quick Amp Labeling Kit, according to manufacturer’s instructions (Agilent Technologies, Inc). The quality of cRNA was evaluated by capillary electrophoresis on 2100 Electrophoresis Bioanalyzer instrument (Agilent technologies, Santa Clara, CA, USA). A total of 15 525 genes were analyzed via expression levels of 42 789 probes using the Agilent Bovine Genome Oligo Microarrays 4 × 44 K (G2519F-023647) (Agilent technologies, Santa Clara, CA, USA). Labeling, hybridization, and raw data extraction were performed by McGill University and Génome Québec Innovation Center (Montreal, Quebec, Canada) according to the manufacturer’s instructions, as previously described [38]. Hybridizations were performed by batch with samples randomly distributed. 

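Over the 33970 probes kept by a filter on dim probes in the liver, the mean correlation of each array with the other liver arrays was between 0.983 and 0.985 for 10 of the 12 cows. It was 0.967 for cow 32 of the B9 + B12 group and 0.966 for cow 57 of the B9 group. In the mammary gland the mean correlations were between 0.981 and 0.988.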

The hybridizations of microarrays were compared through a correlation matrix that enables the quick identification of poor and divergent replication (data not shown). Once the slides are scanned, the respective “.tif” image was examined using the Agilent Feature Extraction (FE) software. Scan image information is displayed in the Scan Image Properties for images that were generated using the Agilent Scanner. Then data are extracted with the FE software. A quality control (QC) report is generated for each sample. The FE version 10.7.3.1 with GE1_107_Sep09 protocol and grid associated with the selected type of chip 023647_D_F_20110614 were used. All microarray datasets passed all the quality criteria and were then downloaded into the FlexArray microarray analysis software (http://gqinnovationcenter.com/documents/technicalNotes/technicalNotes_GQ06.pdf). Array data have been submitted to the public databases and assigned Gene Expression Omnibus (GEO) accession number is GSE77421.

FlexArray, a Bioconductor R based software, was developed by Génome Québec to provide researchers with a user-friendly interface for the analysis of microarray experiments. Raw microarray expression intensities were corrected for background using normexp, according to Ritchie et al. [39]. Between-array normalization was performed so that the background corrected intensities have similar distributions across the arrays. Comparison of the vitamin treatments with the control tissue was performed by Cyber-T, a version of the *t*-test that uses a Bayesian estimate of the within treatment variance [40, 41]. Up- or downregulated genes lists were analyzed on Protein ANalysis THrough Evolutionary Relationships (Panther) classification system [42].

### Quantitative real time-PCR

Quantifications by real-time PCR (qPCR) following reverse transcription were performed as previously described [43] with minor modifications. The reverse transcription PCR reactions were performed with the SuperScript II reverse transcriptase (Life Technologies Inc., Burlington ON, Canada) according to the manufacturer’s protocol and using 500 ng of total RNA extracted from each of the 24 animals. An equivalent quantity of cDNA is synthesized in a final reaction volume of 20 μL, giving a concentration of 25 ng/μl of cDNA. A pool of cDNA intended to estimate the efficiencies primers, was made using the cDNA of each animal. Primers were designed for each gene using the Primer Express 3 software package (Applied Biosystems, Life Technologies Corporation, Burlington, ON, Canada) using the reference sequence from the RefSeq database of the National Center for Biotechnology Information depository. Primers for a total of 34 genes for both tissues were designed. Optimizations of primers were performed for each gene by testing different concentrations of both forward and reverse primers, each ranging from 50 to 900 nM. Estimations of primer efficiencies were analyzed using the standard curves made from a serial of seven dilutions (1/7.5, 1/15, 1/30, 1/60, 1/120, 1/240, 1/480) of the pool of the cDNA samples (25 ng/μl of cDNA). As 3 μl of each dilution were used in a final reaction volume of 10 μl for qPCR, the concentrations used per dilution were: 1, 0.5, 0.25, 0.125, 0.0625, 0.03125 and 0.015625 (ng/μl). Additional file 1 provides experimental information and PCR amplification efficiency for all genes. The qPCR reactions (10 μL, final volume) were performed on 96 well plates using Fast SYBR Green PCR Master Mix (Applied Biosystems) in a 7500 Fast Real Time-PCR System (Life Technologies, Burlington, ON, Canada) as the manufacturer’s instructions. The PCR thermal cycling conditions comprised an initial 20 s denaturation step at 95 °C followed by 40 cycles at 95 °C for 3 s followed by an annealing/elongation period at 60 °C for 30 s. A dissociation step was included for all amplifications to confirm the presence of single discrete PCR products of the expected size. Twenty-five genes (14 from hepatic tissue data and 11 from mammary gland tissue data) were subject to qPCR validation because they were found differentially expressed by microarray as expressed by log2 of their fold change. In addition, in the mammary gland, four genes (*FOLR1*, *ELF5*, *B4GALT1* and *LALBA*) were chosen because of their implication in the metabolic pathway involving vitamins B9 and B12. The expression of 5 putative reference genes, namely actin beta (*ACTB*), ubiquitously-expressed transcript (*UXT*), peptidylprolyl isomerase A (*PPIA*), glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*), tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta polypeptide (*YWHAZ*) was determined for all samples as recommended [44–46]. All the 24 animals were used to perform the qPCR analysis of 34 genes for both tissues. Once the more stable genes were selected, the normalization factor was calculated using a geometrical average as recommended [45]. The combination of *ACTB* and *PPIA* was appropriate to normalize the data from hepatic tissue. The appropriated combination was *UXT* and *PPIA* to normalize the data from mammary gland.

### Data analysis and statistics

Using FlexArray microarray analysis, a significant result at a *P* value < 0.05 after false discovery rate correction with a minimum of ± two-fold change in gene expression for the respective treatment group compared to control tissues was considered biologically interesting. Gene category over-representation analysis consists in grouping genes into categories by some common biological property and then tested to find categories that are over represented amongst the differentially expressed genes. Gene ontology describes and categorizes gene products in three non-overlapping domains of molecular biology [47]. Panther (http://pantherdb.org) is a visualisation browser of GO [48], using version 10 which included other organisms. Panther ranks proteins (and their genes) according to Family (and subfamily), Molecular function, Biological process and Pathway. The process of classification is extensively explained by Mi and colleagues [42]. Only significant differentially expressed genes were analysed by qPCR. Data from qPCR were analyzed using SAS Institute procedures (2008). Means were assumed to be different at *P* ≤ 0.05 and tended to differ at 0.05 < *P* ≥ 0.1. Normfinder indicated the interested combination of reference genes to normalize qPCR data.

## Abbreviations

ECM, extracellular matrix components; GO, gene ontology; HPCs, hepatic progenitor cells; Panther, protein analysis through evolutionary relationships; qPCR, quantitative polymerase chain reaction.

## Additional file

Additional file 1: Oligonucleotide primer sequences for quantitative PCR. (DOCX 32 kb)

## References

[1] Lardinois CC, Mills RC, Elyehjem CA, Hart EB (1944). Rumen synthesis of the vitamin B complex as influenced by ration composition. J Dairy Sci.

[2] Girard CL, Matte JJ (2005). Effects of intramuscular injections of vitamin B12 on lactation performance of dairy cows fed dietary supplements of folic acid and rumen-protected methionine. J Dairy Sci.

[3] Preynat A, Lapierre H, Thivierge MC, Palin MF, Matte JJ, Desrochers A (2009). Effects of supplements of folic acid, vitamin B12, and rumen-protected methionine on whole body metabolism of methionine and glucose in lactating dairy cows. J Dairy Sci.

[4] Graulet B, Matte JJ, Desrochers A, Doepel L, Palin MF, Girard CL (2007). Effects of dietary supplements of folic acid and vitamin B12 on metabolism of dairy cows in early lactation. J Dairy Sci.

[5] Scott JM (1999). Folate and vitamin B12. Proc Nutr Soc.

[6] Girard CL, Matte JJ, Tremblay GF (1995). Gestation and lactation of dairy cows: a role for folic acid?. J Dairy Sci.

[7] Girard CL, Matte JJ (1998). Dietary supplements of folic acid during lactation: effects on the performance of dairy cows. J Dairy Sci.

[8] Menzies KK, Lefevre C, Macmillan KL, Nicholas KR (2009). Insulin regulates milk protein synthesis at multiple levels in the bovine mammary gland. Funct Integr Genomics.

[9] Duplessis M. Impact d’un supplément combine d’acide folique et de vitamine B12 en période prépartum et en début de lactation chez la vache laitière. Université Laval 2014. PhD Thesis. Univ. Laval, Quebec, QC, Canada, p. 301.

[10] McEwen M, Reynolds K (2006). Noninvasive detection of bilirubin using pulsatile absorption. Australas Phys Eng Sci Med.

[11] Larsen M, Kristensen NB (2013). Precursors for liver gluconeogenesis in periparturient dairy cows. Animal.

[12] Amaral DM, Veenhuizen JJ, Drackley JK, Cooley MH, McGilliard AD, Young JW (1990). Metabolism of propionate, glucose, and carbon dioxide as affected by exogenous glucose in dairy cows at energy equilibrium. J Dairy Sci.

[13] Danfaer A, Tetens V, Agergaard N (1995). Review and an experimental study on the physiological and quantitative aspects of gluconeogenesis in lactating ruminants. Comp Biochem Physiol B Biochem Mol Biol.

[14] Nafikov RA, Beitz DC (2007). Carbohydrate and lipid metabolism in farm animals. J Nutr.

[15] Grummer RR (1995). Impact of changes in organic nutrient metabolism on feeding the transition dairy cow. J Anim Sci.

[16] McCarthy SD, Waters SM, Kenny DA, Diskin MG, Fitzpatrick R, Patton J (2010). Negative energy balance and hepatic gene expression patterns in high-yielding dairy cows during the early postpartum period: a global approach. Physiol Genomics.

[17] Connor EE, Siferd S, Elsasser TH, Evock-Clover CM, Van Tassell CP, Sonstegard TS (2008). Effects of increased milking frequency on gene expression in the bovine mammary gland. BMC Genomics.

[18] Mi H, Muruganujan A, Casagrande JT, Thomas PD (2013). Large-scale gene function analysis with the PANTHER classification system. Nat Protoc.

[19] Jelnes P, Santoni-Rugiu E, Rasmussen M, Friis SL, Nielsen JH, Tygstrup N (2007). Remarkable heterogeneity displayed by oval cells in rat and mouse models of stem cell-mediated liver regeneration. Hepatology.

[20] Falix FA, Aronson DC, Lamers WH, Gaemers IC (2012). Possible roles of DLK1 in the Notch pathway during development and disease. Biochim Biophys Acta.

[21] Zhu NL, Asahina K, Wang J, Ueno A, Lazaro R, Miyaoka Y (2012). Hepatic stellate cell-derived delta-like homolog 1 (DLK1) protein in liver regeneration. J Biol Chem.

[22] Tsukamoto H (2015). Metabolic reprogramming and cell fate regulation in alcoholic liver disease. Pancreatology.

[23] Li H, Cui ML, Chen TY, Xie HY, Cui Y, Tu H (2015). Serum DLK1 is a potential prognostic biomarker in patients with hepatocellular carcinoma. Tumour Biol.

[24] Pan RL, Xiang LX, Wang P, Liu XY, Nie L, Huang W (2015). Low-molecular-weight fibroblast growth factor 2 attenuates hepatic fibrosis by epigenetic down-regulation of Delta-like1. Hepatology.

[25] Lee YH, Yun MR, Kim HM, Jeon BH, Park BC, Lee BW (2016). Exogenous administration of DLK1 ameliorates hepatic steatosis and regulates gluconeogenesis via activation of AMPK. Int J Obes (Lond).

[26] Busnadiego O, Gonzalez-Santamaria J, Lagares D, Guinea-Viniegra J, Pichol-Thievend C, Muller L (2013). LOXL4 is induced by transforming growth factor beta1 through Smad and JunB/Fra2 and contributes to vascular matrix remodeling. Mol Cell Biol.

[27] Hayashi K, Fong KS, Mercier F, Boyd CD, Csiszar K, Hayashi M (2004). Comparative immunocytochemical localization of lysyl oxidase (LOX) and the lysyl oxidase-like (LOXL) proteins: changes in the expression of LOXL during development and growth of mouse tissues. J Mol Histol.

[28] Yang X, Zhang X, Heckmann BL, Lu X, Liu J (2010). Relative contribution of adipose triglyceride lipase and hormone-sensitive lipase to tumor necrosis factor-alpha (TNF-alpha)-induced lipolysis in adipocytes. J Biol Chem.

[29] Yang X, Lu X, Lombes M, Rha GB, Chi YI, Guerin TM (2011). The G(0)/G(1) switch gene 2 regulates adipose lipolysis through association with adipose triglyceride lipase. Cell Metab.

[30] Gessner DK, Schlegel G, Keller J, Schwarz FJ, Ringseis R, Eder K (2013). Expression of target genes of nuclear factor E2-related factor 2 in the liver of dairy cows in the transition period and at different stages of lactation. J Dairy Sci.

[31] Hsiao CP, Araneta M, Wang XM, Saligan LN (2013). The association of IFI27 expression and fatigue intensification during localized radiation therapy: implication of a para-inflammatory bystander response. Int J Mol Sci.

[32] Qian P, He XC, Paulson A, Li Z, Tao F, Perry JM (2016). The Dlk1-Gtl2 Locus Preserves LT-HSC Function by Inhibiting the PI3K-mTOR Pathway to Restrict Mitochondrial Metabolism. Cell Stem Cell.

[33] Bobe G, Young JW, Beitz DC (2004). Invited review: pathology, etiology, prevention, and treatment of fatty liver in dairy cows. J Dairy Sci.

[34] Katoh N (2002). Relevance of apolipoproteins in the development of fatty liver and fatty liver-related peripartum diseases in dairy cows. J Vet Med Sci.

[35] NFACC (2009). Code of practice for the care and handling of dairy cattle.

[36] NRC. Nutrient Requirements of Dairy Cattle (2001). Seventh Revised Edition, 2001.

[37] CCAC (2003). CCAC guidelines on: laboratory animal facilities - characteristics, design, and development.

[38] Rudkowska I, Paradis AM, Thifault E, Julien P, Tchernof A, Couture P (2013). Transcriptomic and metabolomic signatures of an n-3 polyunsaturated fatty acids supplementation in a normolipidemic/normocholesterolemic Caucasian population. J Nutr Biochem.

[39] Ritchie ME, Silver J, Oshlack A, Holmes M, Diyagama D, Holloway A (2007). A comparison of background correction methods for two-colour microarrays. Bioinformatics.

[40] Baldi P, Long AD (2001). A Bayesian framework for the analysis of microarray expression data: regularized t -test and statistical inferences of gene changes. Bioinformatics.

[41] Kayala MA, Baldi P (2012). Cyber-T web server: differential analysis of high-throughput data. Nucleic Acids Res.

[42] Mi H, Poudel S, Muruganujan A, Casagrande JT, Thomas PD (2016). PANTHER version 10: expanded protein families and functions, and analysis tools. Nucleic Acids Res.

[43] Levesque-Sergerie JP, Duquette M, Thibault C, Delbecchi L, Bissonnette N (2007). Detection limits of several commercial reverse transcriptase enzymes: impact on the low- and high-abundance transcript levels assessed by quantitative RT-PCR. BMC Mol Biol.

[44] Lisowski P, Pierzchala M, Goscik J, Pareek CS, Zwierzchowski L (2008). Evaluation of reference genes for studies of gene expression in the bovine liver, kidney, pituitary, and thyroid. J Appl Genet.

[45] Bionaz M, Loor JJ (2007). Identification of reference genes for quantitative real-time PCR in the bovine mammary gland during the lactation cycle. Physiol Genomics.

[46] Kadegowda AK, Bionaz M, Thering B, Piperova LS, Erdman RA, Loor JJ (2009). Identification of internal control genes for quantitative polymerase chain reaction in mammary tissue of lactating cows receiving lipid supplements. J Dairy Sci.

[47] Harris MA, Clark J, Ireland A, Lomax J, Ashburner M, Foulger R (2004). The Gene Ontology (GO) database and informatics resource. Nucleic Acids Res.

[48] Thomas PD, Campbell MJ, Kejariwal A, Mi H, Karlak B, Daverman R (2003). PANTHER: a library of protein families and subfamilies indexed by function. Genome Res.

# Supplementary material for: Supplements of vitamins B9 and B12 affect hepatic and mammary gland gene expression profiles in lactating dairy cows
**Source:** BMC Genomics. 2016 Aug 15;17:640. doi: 10.1186/s12864-016-2872-2
**Supplement:** Additional file 1: — Oligonucleotide primer sequences for quantitative PCR.

Oligonucleotide primer sequences for real time-PCR

**Additional file 1**

All of the genes analyzed by RT-PCR in liver or mammary gland are listed. The combination of data from the housekeeping genes *ACTB* and *PPIA* was used to normalize the data of targeted genes in hepatic tissue while *PPIA* and *UXT* normalized the data of targeted genes in mammary tissue.

How the deposited data were processed for this re-analysis (not part of the article)

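Liver and mammary biopsies of 13 lactating cows were measured on 25 1-colour Agilent bovine arrays, 12 of the liver and 13 of the mammary gland, and 12 cows gave both tissues. The weekly injections of 5 mL held saline, vitamin B9 (320 mg), vitamin B12 (10 mg) or both. The authors' scanner output gives the median intensity of each spot and of its local background, not normalized between arrays, a processed signal from which the image software subtracted the background, and calls for each spot. The median signal was used here. The authors' processed table holds log2 values after background correction and normalization between the arrays of each tissue. Its values differed from normexp with an offset of 16 and quantile normalization by a median of 0.0019 in the liver and 0.00096 in the mammary gland on the log2 scale.

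Intensities were corrected for background with normexp (offset 50), normalized by quantiles within each tissue and put on the log2 scale. Spots called outliers were left out, and spots of the same probe were averaged. The array holds 45220 spots, of which 43803 are not controls, with 43653 different probes and 27886 different names. Of these names, 11113 were paired with a current symbol (11068 different symbols), and names without a pair were kept as the array gives them. The reference used for names belongs to another genome build than the annotation of the array, so that names alone were joined and no position is given. The signal over background of the arrays ranged from 2.30 to 10.5 in the liver (median 6.98) and from 2.92 to 5.06 in the mammary gland (median 3.87). The number of arrays limits the precision.

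Each treatment was compared with the control group of its tissue by limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with all arrays of the tissue in the fit and Benjamini-Hochberg adjustment over all probes. A probe was counted at an adjusted p of at most 0.05 and a change of at least 2-fold, and the result of a comparison is the number of genes with such a probe. Limma contrasts tested the interaction of B9 with B12 within a tissue, and the difference of each effect between the tissues. Single genes were tested by exact permutation tests, two-sided. The genes named are every gene the paper names in its text or in Tables 1 to 4, in the tissue and comparison for which it is named, and for each comparison the 3 largest rises and the 3 largest falls among genes past the threshold whose treated arrays lie on the same side of all control arrays. Each has its brightest probe in the tissue, and this rule was set before the data were examined. 1 further gene named in the paper was left out and is not reported here. Of the other 49 different genes the paper names for the liver, 33 were found by name, and of 23 for the mammary gland, 15.

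The marker lists, fixed before the data were examined, were acute_phase, adipocyte, fatty_acid_oxidation, gluconeogenesis, interferon, lipogenesis, macrophage, metal_response, milk_secretion, muscle, one_carbon and plasma_cell. They were tested by camera with a preset correlation of 0.01, and by fry and an estimated correlation as alternatives, over 72 tests.

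Since the cow pairs both tissues, the correlation of deviations from the group means between the tissues of a cow was checked. It ranged from −0.264 to 0.302 with a median of 0.041, and was above 0.1 in 4 of 12 cows. The difference between tissues was tested without and with the cow as a fixed block.

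The alternatives fixed before the data were examined were the processed signal scaled by the 75th percentile, a normexp offset of 0, no background correction, scaling by the 75th percentile in place of quantiles, quantiles over both tissues, a filter on dim probes (33970 probes kept in the liver, 30878 in the mammary gland), outlier spots kept, the slide as a fixed or random block, a fit of the 2 groups compared, Cyber-T (window 101, confidence 10), the values of the authors' processed table, the mean of all probes of a gene, and the arrays of the groups compared left out one at a time (for the lists, all 25 arrays). An offset of 16, Cyber-T on the processed table and limma's array weights were added after the data were seen. A slide holds too few arrays of a tissue for values within slides, and the slide enters only as a block.

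The tests were run on simulated data with the same groups and with the moderated spread of each probe from limma, in which 200 probes were changed by 1.5 to 4 on the log2 scale. The share found holds for this number of changed probes and for changes of this size and spread alone. With fewer changed probes the Benjamini-Hochberg adjustment is stricter, so the share does not carry over to data with few changes. Limma found between 88.0% and 99.5% of them over 11 comparisons, with at most 35 unchanged probes counted. Cyber-T found between 99.0% and 100.0% over 6 comparisons, with up to 135 unchanged probes counted. The quantitative PCR and the over-representation of functional categories were not analysed here.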

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

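Except for carry-over of mammary RNA and signal level in the milk protein transcripts and the slide in the interferon-induced genes, the tests of explanations in this part were chosen after the result was seen.

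In groups of 4 arrays, 4 of 41 values tested had a cow far from the other 3 by Dixon's test at the 95% level, where chance gives about 1 in 20 such groups. The SAA2 intensity of cow 52 in the liver with B12 was 17.03, against 18.29 to 18.30 in the other B12 cows. The array of cow 52 as a whole argues against a faulty array, since its mean correlation with the other liver arrays was 0.985, and its second probe argues against an artifact of the probe, since cow 52 also lay beyond the other 3 cows on 1 of 1 further probe, at 16.87 against 17.75 to 17.86. Further probes were read only where their mean intensity was at least 8, a limit set after the values of SAA2, GPR110 and RAB15 were seen. A state of this cow may remain as an explanation, and it was not tested.

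The GPR110 intensity of cow 40 in the mammary gland with B12 was 9.45, against 9.85 to 9.86 in the other B12 cows. Its mean correlation of 0.985 with the other mammary arrays argues against a faulty array. An artifact of the probe stays open, since cow 40 lay beyond the others on 0 further probes of GPR110 read, and the only further probe was dim, with a mean of 6.76. The RAB15 intensity of cow 36 in the mammary gland with B12 was 11.19, against 11.50 to 11.55. Its mean correlation of 0.987 argues against a faulty array, and an artifact of the probe is argued against, since cow 36 also lay beyond the other 3 cows on 1 of 1 further probe read, at 10.72 against 11.22 to 11.70. This rests on the limit set after these values were seen, which leaves out 2 of the 3 further probes, dim ones with means of 6.38 and 6.33, of which the latter did not set cow 36 apart. A state of this cow may remain, and it was not tested. No biological explanation was tested for GPR110.

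Cow 52 of the B12 group had a difference of −2.12 between the falling and the rising pair of CIDEA probes in the mammary gland, against values near 0.05 in the other B12 cows. The mean correlation of its array, 0.986, argues against a faulty array. The slide also cannot explain it alone, since the differences on the 3 mammary arrays of its slide spanned 4.98. A donor variant under the probes is a candidate explanation. The deviations of these differences from the group means of each tissue were more alike between both tissues of a cow than when cows were exchanged within their groups (exact permutation test, two-sided, p = 0.0208 over 1728 arrangements), with a mean absolute gap between the deviations of 0.506 against a median of 1.03. This test replaced another after the values were seen. Under this hypothesis the fall of CIDEA with B9 could reflect the cows in the group, since the B9 cows had differences from −2.45 to −2.03 and the control cow 51 had 3.61, while no sequence was tested. An effect of B9 stays open.

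The genes of the interferon list, which the paper discusses only in part, were higher with B12 in the liver, with a median log2 fold change of 0.57 and 26 of 26 genes higher (camera, adjusted p = 3.45e-20). In the mammary gland the median was 0.17, with 22 of 26 higher (camera, adjusted p = 3.83e-05). With B9 + B12 in the liver the median was −0.27, with 6 of 26 higher (camera, adjusted p = 0.00757). Under fry and under an estimated correlation 0 of the 4 lists found by camera were kept, with smallest adjusted p of 0.504 and 0.671. The mean of the list was 11.34 ± 0.60 (log2, SD, n = 4) with B12 and 10.38 ± 0.088 (SD, n = 3) in the liver of control cows (exact permutation test, two-sided, p = 0.0571), and all 4 B12 arrays lay above the control arrays. In the mammary gland it was 8.57 ± 0.26 (SD, n = 4) against 8.32 ± 0.002 (SD, n = 3), and the exact permutation test gave a two-sided p of 0.143. The slide stays open. In the fit with the slide as a fixed block the median was 0.36 with 25 of 26 genes higher, but these genes are not independent, that fit leaves 2 residual degrees of freedom in the liver, and on the 2 slides with both a B12 and a control array the list mean was higher with B12 by 0.17 and by 1.35. A state of the cow shared by both tissues may contribute. The deviations from the group means in both tissues had a Pearson r of 0.761 over 12 cows (permutation p = 0.00741, adjusted p = 0.0148 over 4 relations) and a Spearman rho of 0.490 (permutation p = 0.111, adjusted p = 0.222), and r fell to 0.535 without the 2 cows farthest from the median. Single genes differ in sign, since r over the same cows was −0.698 (permutation p = 0.0123, adjusted p = 0.131) with a rho of −0.671 for IFI6, r = −0.349 for IFI27, r = 0.493 for ISG15 and r = 0.426 for HERC6. The relation leaves this open, and an effect of B12 is also open. The genes did not move together in every cow, since cow 40 had an IFI6 intensity of 16.92 and an IFI27 intensity of 17.12, but an ISG15 intensity of 12.92 and a MX1 intensity of 10.71.

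The milk_secretion list was higher with B12 in the liver, with a median log2 fold change of 1.12 and 7 of 10 genes higher (camera, adjusted p = 0.00249). It was past the threshold in 23 of 25 fits that left out an array, and not without the liver array of cow 36 or of cow 37, both of the B12 group. The mean of 6 milk protein transcripts in the liver was 10.36 in cow 36 of the B12 group, 9.96 in cow 37 and 9.16 in cow 57 of the B9 group, and lay between 7.26 and 7.37 in the control cows. It lay above all control cows in 8 of 9 treated cows. The mean was 8.90 ± 1.59 (log2, SD, n = 4) with B12 against 7.31 ± 0.059 (SD, n = 3) in the control group, not beyond the spread between cows (exact permutation test, two-sided, p = 0.229), so that an effect of B12 stays open. A slide shared with mammary arrays is argued against for the liver arrays on other slides, since cow 37, on a slide without mammary arrays, had the value of 9.96. It stays open for the 4 liver arrays on such slides, cow 36 among them, and their difference of −0.054 from the other 8 decides nothing, with a SD of 1.53 (n = 4) and 0.97 (n = 8) (permutation test, two-sided, p = 0.939). The signal level of the array stays open, with r = −0.217 (permutation p = 0.505, adjusted p = 0.673), rho = −0.210 (permutation p = 0.514, adjusted p = 0.682), and r = −0.523 without the 2 farthest cows. Carry-over of mammary RNA also stays open. The mean of 15 other transcripts abundant in the mammary gland and low in the liver was correlated with the milk protein mean over the 12 liver arrays, with r = 0.812 (permutation p = 0.00158, adjusted p = 0.00632) and rho = 0.811 (permutation p = 0.00235, adjusted p = 0.0094), and r = 0.848 without the 2 farthest cows. Of the single transcripts, NM_181008 (r = 0.985) and TC344833 (r = 0.964) had the highest r, and a milk protein transcript under either name was not excluded. The remaining ones had r from −0.0606 to 0.659, and 13 of the 15 were positive. The relation without these transcripts was not tested. Against it, the share of mammary RNA that the probes would need in cow 36 ranged from 0.00524% to 0.683%, and BTN1A1, abundant in the mammary gland, was at 6.12 in cow 36 against at most 5.97 in control cows. The limits behind these 15 transcripts were chosen after counting names and before their values over arrays were seen. Slides hold too few liver arrays for values within them.

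In the mammary array of cow 57 of the B9 group, 19 liver transcripts lay 1.89 above the other arrays on the log2 scale on average, against −0.13 to 0.66 for the other 12 mammary arrays, and all 19 were highest in cow 57. ALB was at 10.56. These 19 had not been looked at before the test. Carry-over of liver RNA may explain their mean of 1.89, which needs a median share of 0.178%. Cow 57 is in the B9 group, and without this cow the difference between tissues of the B9 effect had 1 probe past the threshold.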

How the results depend on the processing

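The tests with an offset of 16, with Cyber-T on the authors' processed values and with array weights were chosen after the result was seen. Of the log2 fold changes of genes that the paper lists with a direction for a treatment in Tables 1 and 3, 625 of 671 values under other settings kept their direction and side of the threshold, 42 passed the threshold, 3 no longer passed and 1 reversed. With an array left out, 252 of 257 kept both and 5 no longer passed. For the other genes named, of Tables 2 and 4, Fig. 3 and the candidate genes, 453 of 480 values under other settings kept both, 7 passed the threshold and 20 reversed, and with an array left out 166 of 187 kept both and 21 reversed.

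For B12 in the liver, the count of 1 gene became 0 with the processed signal, 0 with the slide as a fixed block, 0 with a fit of the 2 groups, and between 0 and 1 with an array left out, namely 0 without control cow 51, 43 or 42 and without B12 cow 52 or 40. The adjusted p of IFI6 was then 0.121, 1, 0.0603, and 0.209, 0.209, 0.123, 0.113 and 0.122 in that order of cows, within 1.33e-10 to 1 over all settings. The fit of 2 groups and those without an array have fewer arrays, and the cause was not tested for the others.

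With Cyber-T, the counts were 4, 29 and 18 genes for B9, B12 and B9 + B12 in the liver, with 5 shared, and 4, 8 and 5 in the mammary gland, with 1 shared. With Cyber-T on the processed values they were 4, 31 and 23 in the liver and 10, 10 and 8 in the mammary gland. Cyber-T also counted up to 135 unchanged probes on simulated data.

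With an array left out, the count for B9 + B12 in the liver ranged from 0 to 65, with 65 without cow 38 and 6 without cow 32, both with a lone array assumed to vary like the other groups. The interaction in the liver ranged from 0 to 15, with 15 without cow 38 and 4 without cow 32. Each mammary comparison ranged from 0 to 1, with XM_873176 past the threshold in all 3 without control cow 43. The mammary interaction ranged from 0 to 1, with ZNF322 without cow 57. The difference between tissues ranged from 0 to 1 for B9 (without cow 57), from 0 to 1 for B12 (IFI6 without cow 37) and from 0 to 996 for B9 + B12, with 996 without cow 38 and 17 without cow 32. It was 1 for B12 with the filter on dim probes, which tests fewer probes. The replicate block gave 0, 0 and 0 and changed no call. Of 72 tests of lists, 4 were past the threshold, 0 with fry, 0 with an estimated correlation, and between 3 and 7 with an array left out, with 7 without cow 41 in the mammary gland.

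Scaling by the 75th percentile moved the median of all probes by 0.11, −0.083 and 0.27 (log2) for B9, B12 and B9 + B12 in the liver and by −0.21, −0.12 and −0.15 in the mammary gland, and the processed signal by 0.12 for B9 + B12 in the liver.

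The log2 fold changes that reversed belong to genes that limma did not count, and the cause was not tested. With the processed signal these were −0.059 for B4GALT1 (mammary B9), and 0.13 and 0.073 for LALBA (mammary B12 and B9 + B12). Scaling by the 75th percentile gave 0.19 for NHEDC1 (liver B9 + B12), 0.056 for VAV1 and −0.071 for C10H14orf53 (mammary B9), and 0.15 and 0.16 for LALBA (mammary B12 and B9 + B12). The slide as a fixed block gave 0.13 for SAA2 and −0.098 for LOC617654 (liver B12), 0.035 for VAV1, 0.045 for SAA2, −0.050 for B4GALT1 and 0.018 for LALBA (mammary B9), and −0.071 for ELF5 (mammary B12). The processed table gave −0.028 for B4GALT1 (mammary B9), by limma and by Cyber-T. The mean of all probes gave −0.028 for B4GALT1 (mammary B9) and −0.35 for VAV1 (mammary B9 + B12). Array weights gave −0.050 for SAA2 (liver B9) and 0.052 for VAV1 (mammary B9).

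Over the arrays left out in turn, the results with a reversed value ranged in the liver from −0.17 to 0.46 (SAA2, B9), −0.38 to 0.041 (SAA2, B12) and −0.17 to 1.13 (LOC617654, B12). In the mammary gland they ranged from −0.63 to 0.54 (VAV1, B9), −0.0054 to 0.48 (C10H14orf53, B9), −0.15 to 0.24 (B4GALT1, B9), −0.021 to 0.0074 (LALBA, B9), −0.95 to 0.042 (VAV1, B12), −0.053 to 0.092 (ELF5, B12), −0.47 to 0.56 (VAV1, B9 + B12), −0.083 to 0.20 (ELF5, B9 + B12), −0.53 to 0.22 (B4GALT1, B9 + B12) and −0.026 to 0.0018 (LALBA, B9 + B12). The reversed values in the liver were −0.17 for SAA2 (B9, cow 57), −0.17 for LOC617654 (B12, control cow 51) and 0.041 for SAA2 (B12, cow 52). In the mammary gland with B9, VAV1 was 0.36, 0.11 and 0.54 without cows 42, 51 and 57, B4GALT1 −0.14, −0.048 and −0.15 without cows 42, 39 and 41, LALBA 0.0064 and 0.0074 without cows 42 and 57, and C10H14orf53 −0.0054 without cow 39. With B12, VAV1 was 0.019 and 0.042 without cows 52 and 42, and ELF5 −0.053 without cow 37. With B9 + B12, VAV1 was −0.47, −0.037 and −0.19 without cows 43, 31 and 38, B4GALT1 0.22 without cow 31, ELF5 −0.083 without cow 32 and LALBA 0.0018 without cow 42. The signal over background, as low as 2.30 in the liver and 2.92 in the mammary gland, limits values of dim probes.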

Differences from the paper's values

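For each count of changed genes, the paper's value comes first and the value by limma second, and counts are taken as different where one is more than 1.5 times the other. In the liver these are the paper's 47 against 1 for any treatment, the paper's 2 against 0 for B9, the paper's 22 against 1 for B12, and about 28 (the paper's Fig. 1, read by eye) against 0 for B9 + B12. For genes shared by B12 and B9 + B12 the paper's 4 stands against 0, and for those changed by B9 + B12 and not by B12 the paper's 24 against 0. Counts of probes were about 3 (the paper's Fig. 1, read by eye) against 0 for B9, the paper's 39 against 1 for B12, and about 38 (the paper's Fig. 1, read by eye) against 0 for B9 + B12. The counts of probes by limma at an unadjusted p below 0.05 were 1547 for B9 and 2497 for B9 + B12.

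Among the alternatives set before the data were examined, Cyber-T gave counts that are not different by the same measure for any treatment (43 genes), B12 (29 genes, 43 probes) and shared genes (5), while its 4 genes and 5 probes for B9, 18 genes and 22 probes for B9 + B12 and 13 genes not changed by B12 still differed. The other alternatives set before the data were examined, and each array left out where this was run, still differed. Cyber-T on the authors' processed values, chosen after seeing the values, gave counts that are not different for any treatment (48), B12 (31 genes, 48 probes), B9 + B12 (23 genes, 26 probes), shared genes (6) and genes not changed by B12 (17), and 4 genes for B9, which still differed.

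The mammary counts were the paper's 16 against 0 for any treatment, the paper's 9 against 0 for B9, the paper's 5 against 0 for B12, the paper's 5 against 0 for B9 + B12 and the paper's 1 against 0 shared. Counts of probes were about 11, about 6 and about 7 (the paper's Fig. 1, read by eye) against 0, 0 and 0 for B9, B12 and B9 + B12. The counts of probes by limma at an unadjusted p below 0.05 were 1109, 997 and 851. Cyber-T, set before the data were examined, gave counts that are not different for any treatment (15), B9 + B12 (5 genes, 6 probes) and shared genes (1), while 4 genes and 5 probes for B9 and 8 genes and 10 probes for B12 still differed, as did the counts of the other alternatives set before. Cyber-T on the processed values, chosen after seeing the values, was not different for B9 (10 genes, 12 probes), probes of B9 + B12 (10) and shared genes (1), and differed for any treatment (25), B12 (10 genes, 12 probes) and B9 + B12 (8 genes).

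Of the genes in the paper's tables that limma did not count, Cyber-T counted 2 for B9, 14 for B12 with IFI6, which limma also counted, among them, and 8 for B9 + B12 in the liver, and 2, 3 and 0 in the mammary gland, while Cyber-T on the processed values, chosen after seeing the values, counted 2, 14 and 10 in the liver and 4, 4 and 2 in the mammary gland.

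The fold changes of the paper's Tables 2 and 4 lie on the log2 scale. Read as log2 values, they differed from the log2 fold changes by a median of 0.097 over 29 liver values and 0.28 over 11 mammary values, and read as linear folds by 0.88 and 0.84, with the same sign in 29 of 29 and 11 of 11. Of these, 7 liver and 3 mammary log2 fold changes differed from the paper's by more than the spread between cows. NHEDC1 (liver B9 + B12, the paper's −1.1 against −0.12) and C10H14orf53 (mammary B12, the paper's 1.4 against 0.78) are not among them although their gaps exceed this spread, since no array of 1 of the groups compared was well above background and the fold is only a lower bound. The paper's values and those here come from the same arrays, so the spread between cows is not the error of their difference. Large gaps in genes that vary between cows are therefore not counted. The largest mammary gap, 0.83 for VAV1, was among those not counted, as was the gap of FUT5.

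Where the paper's tables give 1 value for several treatments, it was set against the treatment with the largest change here. For B12 in the liver, the paper's log2 fold change was 0.9 against 0.60 for SPP1, 0.8 against 0.51 for CDK5R1 and 1.6 against 1.08 for FUT5, whose probe was well above background on 1 of the 3 control arrays and all 4 B12 arrays. These differences closed with no background correction and with the values of the authors' processed table, set before, and with an offset of 16 and Cyber-T on that table, both chosen after seeing the values, and for FUT5 also without cow 42, 40 or 37. The other alternatives still differed. For SESN2 the paper's 0.9 stood against 0.44 and closed with the processed signal alone. For DLK1 the paper's −2.5 stood against −0.81 on its brightest probe and closed under no setting. The paper also lists DLK1 for B9, and there the probe A_73_P069591, chosen after its values were seen, changed by −2.44, and by −2.54 with the values of the processed table (by −1.80 and −1.86 with B12), and Cyber-T counted it on both.

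For B9 + B12 in the liver, the paper's −1.1 stood against −0.42 for SAA3 on its brightest probe, which closed with the mean of all probes of the gene alone. The other probes of SAA3 changed by between −1.353 and −1.035. Cyber-T on the processed table counted its probe A_73_110703, at −1.07. The paper's −1.3 stood against −0.99 for GSTA5, which closed with no background correction, the processed table and without cow 38, set before, and with an offset of 16 and Cyber-T on the processed table, both chosen after seeing the values. The other alternatives still differed for both genes.

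For B9 in the mammary gland the paper's 1.1 stood against 1.27 for POSTN, which closed with scaling by the 75th percentile and without cow 42, 51, 41 or 57. With B9 + B12, the paper's −1.2 stood against −0.96 for IDO1 and the paper's −0.9 against −0.62 for SECTM1. Both closed with no background correction and the processed table, set before, and with an offset of 16 and Cyber-T on the processed table, both chosen after seeing the values, and IDO1 also with quantiles over both tissues. The other alternatives still differed.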

Other observations

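The tests on the liver arrays of cows 32 and 57 were chosen after the result was seen, except those of the signal level among the other arrays and of the amount or quality of the labeled RNA, and so was the test of named genes for a donor variant. The counts over other groupings were planned.

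Other groupings of the same arrays into groups of the same sizes were counted, the real grouping included. By limma, 1 of 35 gave as many genes as the 1 gene counted for B12 in the liver, so that chance can be excluded for this count by this test alone. This is the smallest share that 35 groupings allow, it is not adjusted over the 18 counts of groupings made, and 1 other grouping for B12 in the mammary gland also gave 1 gene. The count in the liver also became 0 under other settings, among them a fit of the 2 groups and the slide as a fixed block. By Cyber-T, as many genes were counted in 7 of 10 and 6 of 35 for B9 and B12 in the liver and in 8 of 10, 12 of 35 and 9 of 10 in the mammary gland, and other groupings gave up to 83, 170, 35, 142 and 29 genes in that order, so that chance cannot be excluded for any of these counts. It cannot be excluded for the lists called with B12 in the liver (20 of 35) and in the mammary gland (23 of 35). For B9 in the mammary gland, the count over groupings gave 1 list in the real grouping, with as many in 7 of 10. This differs from the main count, since over the 72 tests no list was called there. The smallest adjusted p there was 0.0501 (plasma_cell, camera). With groups of 3 against 3, the 10 groupings cannot exclude chance. Where the real grouping gave a count of 0, every grouping gives as many, and the count decides nothing about chance. This holds by limma for B9 in the liver (10 of 10), for B9, B12 and B9 + B12 in the mammary gland (10 of 10, 35 of 35 and 10 of 10), for the mammary interaction (100 of 100) and for the difference between tissues (10 of 10 for B9 and 35 of 35 for B12), and for the lists with B9 in the liver and B9 + B12 in the mammary gland (10 of 10 each).

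The liver arrays of cow 32 (B9 + B12) and cow 57 (B9) lay apart from the other 10, and their deviations were correlated at 0.741 across 33970 probes, which are not independent, against at most 0.153 with another array. Of these probes, 1440 were at least 2-fold lower in both and 169 higher. CLK1, LUC7L3, SRSF11, HNRNPH1, ZRANB2 and PAXBP1, chosen after their values were seen, were lower on both arrays than on any other liver array. The slide is argued against, since the lowest mean correlation among the other liver arrays of the same slides was 0.985. Carry-over of mammary RNA as the cause is argued against for the probes lower on both arrays, since the median share of mammary RNA was at most 0.0661% in either, where a 2-fold fall by dilution needs 50%. It is also argued against for the probes higher on both, since the largest share of any milk protein transcript, 0.0544% in cow 32 and 0.245% in cow 57, would raise 0 of the 169 probes 2-fold. The signal level stays open, since cows 32 and 57 had the lowest median processed signals of the liver arrays, 50.7 and 61.8, against at least 84.2. The mammary arrays, all dimmer than the liver array of cow 57, had a lowest mean correlation of 0.981, but with each other alone, which decides nothing within the liver. Among the other 10 liver arrays the mean correlation had no clear relation to the signal, with r = −0.012 (permutation p = 0.969, adjusted p = 0.969), rho = −0.152 (permutation p = 0.682, adjusted p = 0.682), and r = −0.479 without the 2 farthest arrays. A state of the cow stays open, since a state limited to the liver would not show in the mammary arrays. The mammary array of cow 32 had a mean correlation of 0.985, and that of cow 57 had 0.981, the lowest of the mammary arrays. The deviations from the group means in both tissues were correlated at 0.133 in cow 32 and at −0.264 in cow 57. A lower amount or quality of labeled RNA may explain both arrays, since the log2 ratio of transcripts to spike-in was −4.23 in cow 57 and −4.24 in cow 32, against −3.35 to −2.95 on the other liver arrays. The mammary arrays had ratios from −4.52 to −3.60 and mean correlations with each other from 0.981 to 0.988, so that a low ratio need not set an array apart within its tissue. No comparison of these cows with the rest was tested.

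A donor variant in other named genes was tested as a relation between both tissues of a cow. Of 32 genes tested, 0 had an adjusted p of at most 0.05 for r and rho, which leaves it open.

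The smallest adjusted p of the lists without a call in the main tests, by camera, was 0.136 for acute_phase (liver B12, median log2 fold change −0.13, 3 of 16 higher), 0.243 for adipocyte (liver B9 + B12, 0.14), 0.464 for fatty_acid_oxidation (liver B9, −0.046), 0.297 for gluconeogenesis (liver B12, −0.13), 0.297 for lipogenesis (liver B9, −0.28), 0.224 for macrophage (mammary B9 + B12, −0.097), 0.224 for metal_response (liver B9 + B12, −0.47), 0.326 for muscle (liver B9 + B12, 0.12), 0.303 for one_carbon (liver B12, −0.012) and 0.0501 for plasma_cell (mammary B9, −0.20, 0 of 8 higher). Under the processed signal, acute_phase was called as higher with B9 in the liver (median 0.36, camera, adjusted p = 0.0138). Among the 25 fits that left out an array, acute_phase was called in 2 for liver B12, 1 for liver B9 + B12 and 2 for mammary B9. Fatty_acid_oxidation was called in 1 of them for liver B9, and plasma_cell in 5 for mammary B9.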
